# In situ differentiation of iridophore crystallotypes underlies zebrafish stripe patterning

**DOI:** 10.1038/s41467-020-20088-1

**Published:** 2020-12-15

**Authors:** Dvir Gur, Emily J. Bain, Kory R. Johnson, Andy J. Aman, H. Amalia Pasolli, Jessica D. Flynn, Michael C. Allen, Dimitri D. Deheyn, Jennifer C. Lee, Jennifer Lippincott-Schwartz, David M. Parichy

**Keywords:** Biophysics, Pattern formation

## Abstract

Skin color patterns are ubiquitous in nature, impact social behavior, predator avoidance, and protection from ultraviolet irradiation. A leading model system for vertebrate skin patterning is the zebrafish; its alternating blue stripes and yellow interstripes depend on light-reflecting cells called iridophores. It was suggested that the zebrafish’s color pattern arises from a single type of iridophore migrating differentially to stripes and interstripes. However, here we find that iridophores do not migrate between stripes and interstripes but instead differentiate and proliferate in-place, based on their micro-environment. RNA-sequencing analysis further reveals that stripe and interstripe iridophores have different transcriptomic states, while cryogenic-scanning-electron-microscopy and micro-X-ray diffraction identify different crystal-arrays architectures, indicating that stripe and interstripe iridophores are different cell types. Based on these results, we present an alternative model of skin patterning in zebrafish in which distinct iridophore crystallotypes containing specialized, physiologically responsive, organelles arise in stripe and interstripe by in-situ differentiation.

## Abstract (web summary)

The skin of zebrafish is patterned by alternating blue stripes and yellow interstripes which arises from guanine crystal-containing cells called iridophores that reflect light. Here the authors track iridophores and see that they do not migrate between stripes and interstripes, but instead differentiate and proliferate in place based on their micro-environment.

## Introduction

Biological patterning is ubiquitous in nature, but mechanisms underlying its establishment and maintenance have been well-documented in only a few instances that are unlikely to represent the full spectrum of pattern-forming systems^1,2^. Indeed, patterning can arise in response to graded positional information or by self-organization of interacting cells, and it can require alternative specification of cell types from a common progenitor or sorting out of cells that are heterogeneous already. Elucidating the mechanisms required to pattern cells in diverse tissues and organs is fundamental to understanding development and how phenotypes evolve.

The alternating dark (blue) and light (yellow) pigmented stripe pattern of adult zebrafish *Danio rerio* (Fig. 1a) is a useful model for dissecting patterning mechanisms^3–7^. Cells within the dark stripes include black pigment-containing melanophores; cells in the light stripes (known as “interstripes”) include orange pigment-containing xanthophores; and both dark stripes and light interstripes contain specialized cells called iridophores^8,9^. Iridophores are the major players for skin pattern establishment and reiteration in zebrafish. They behave as reflective cells, exhibiting angular-dependent changes in hue—iridescence—owing to membrane-bound reflecting platelets of crystalline guanine^9–11^. In the light interstripes, iridophores have a cuboidal shape and form an epithelial-like mat, presenting a “dense” morphological arrangement (Fig. 1b). In the dark stripes, by contrast, iridophores are sparse in number and stellate in shape, and are sometimes referred to as having a “loose” morphology^12^ (Fig. 1b). The iridophore’s importance in skin patterning has been demonstrated in experiments showing that genetically or experimentally induced deficiencies in iridophores cause pattern defects, including alterations in primary stripe positioning and boundary formation, and also lead to reductions or losses of secondary interstripes and stripes^13–17^. Likewise, an evolutionary truncation in iridophore development leads to an attenuated stripe pattern in the zebrafish relative *D. nigrofasciatus*^18^.

**Fig. 1:**
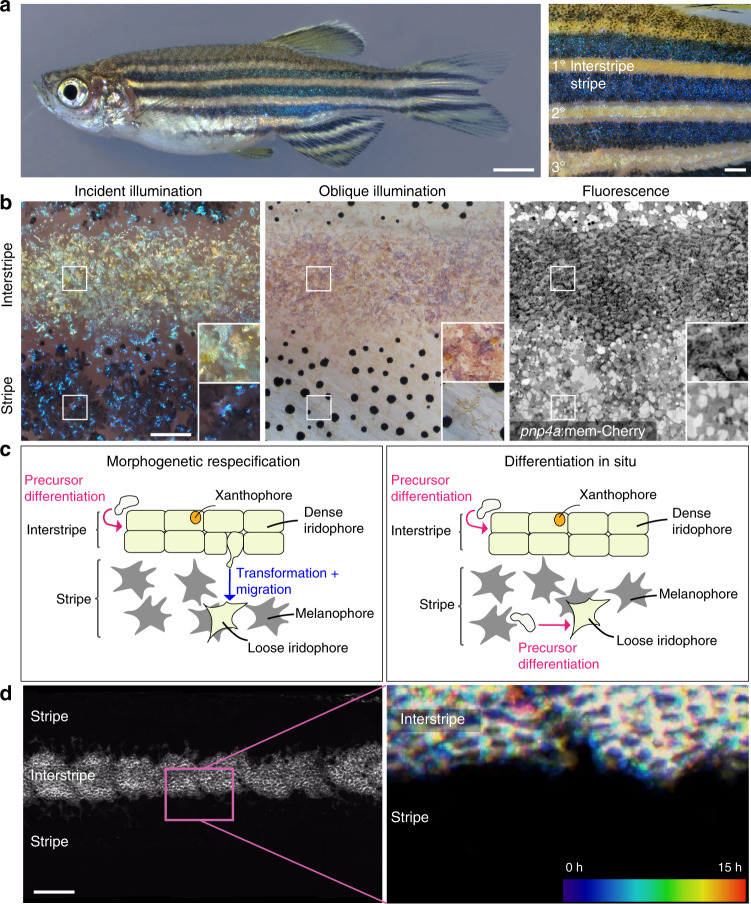
Anatomy, development, and models of zebrafish adult pigment patterning. **a** Left panel, an adult zebrafish showing light interstripes with intervening dark stripes. Right panel, a closeup showing the primary interstripe (1°) which develops first with stripes above and below, followed by secondary interstripes ventrally (2°) and dorsally with additional stripes, and ultimately a tertiary (3°) interstripe and stripe. **b** Closeups of first-forming 1° interstripe and stripes, illustrating overall pattern features, as well as morphologies and arrangements of iridophores. All panels are the same location in a single animal. Left panel is incident illumination showing iridescence of iridophore-reflecting platelets with yellowish tinge in the interstripe and bluish tinge in the stripe. Center panel is oblique illumination revealing surface features and non-iridescent colors of iridophores. Here, the fish has been treated with epinephrine to contract melanin granules of melanophores and pigment within xanthophores toward cell centers^26^, thereby better revealing iridophore morphologies. Right panel is membrane-targeted mCherry (mem-Cherry) driven at high levels in iridophores by regulatory elements of *purine nucleoside phosphorylase 4a* (*pnp4a*)^18,23,59^, revealing iridophore cell boundaries and arrangements. Pixel values are inverted for easier comparison to bright field images. Example shown is representative of >20 individual fish examined. **c** Two models for iridophore patterning in interstripes and stripes. In the morphogenetic respecification model (left panel), initially densely packed, cuboidal iridophores begin adopting a loose morphology as they and their progeny migrate out to populate the prospective stripe. In the differentiation in situ model (right panel), iridophores residing in interstripes and stripes are different cell types that have differentiated “in place” from a precursor population. Hence, loose iridophores in stripes are not lineally related to dense iridophores in interstripes. **d** The flank of a 7.5 standardized standard length (SSL)^24^ *pnp4a*:mem-Cherry fish. Left panel, fluorescence image showing the arrangement of labeled cells in the dense primary interstripe. Right panel, pseudo-temporal coloring representation of a 15 h time-lapse movie (zoomed to the region outlined in “**d**”) revealing that interstripe iridophores migrate primarily in the anteroposterior direction, with no apparent dorsoventral migration into the stripe region. Example image is representative of time-lapse videos from a total of 10 individuals during primary stripe formation at 7.0–7.5 SSL, as well as 15 individuals during secondary stripe formation at 10.0–12.0 SSL. Scale bars, **a** 2 mm, **b** 500 µm, **d** 500 µm.

An elegant model explaining the iridophore’s role in stripe and interstripe formation links pattern establishment and reiteration to changes in iridophore morphology, proliferation, and migration^5,12,19^ (Fig. 1c, left panel). Densely arranged iridophores are proposed to first proliferate to fill the primary interstripe. Some of these cells then adopt a loose shape and migrate out into the stripe zone where they continue to proliferate. Subsequently, some loose iridophores reaggregate to adopt a dense morphology and thereby initiate secondary interstripes. The iridophore shape transitions from dense-to-loose and loose-to-dense are thought to resemble epithelial-to-mesenchymal transitions (EMT) and mesenchymal-to-epithelial transitions (MET), respectively. Signals by melanophores and xanthophores are proposed to determine the specific morphologies adopted by iridophores. Consistent with this idea, quantitative models incorporating dynamic morphological changes of individual iridophores are able to produce stripe patterning and robustness^20–22^.

A key prediction of the above model, hereafter referred to as “morphogenetic respecification,” is that some interstripe iridophores undergo an EMT-like transformation and migrate out from the interstripe zone to adopt a new, loose morphology and arrangement. In testing this prediction through a variety of approaches, we found that individual iridophores did not migrate out from the interstripe into the stripe. Instead, iridophores assumed a particular morphology at the time of their differentiation according to the presence or absence of melanophores, and this morphology remained fixed thereafter. We also observed that interstripe and stripe iridophores exhibited distinct organizations of guanine-reflecting platelets (i.e., crystal types) conferring intrinsic differences in color, and that only stripe-localized iridophores could modulate reflecting platelet spacings physiologically (blue → yellow). Furthermore, interstripe and stripe iridophores had distinct transcriptomic states. Based on these results, we propose an alternative new model for stripe pattern formation in the adult zebrafish, in which iridophore precursor cells undergo “differentiation in situ” into distinct iridophore types (i.e., crystallotypes; Fig. 1c, right panel). This process would depend on factors in the iridophore environment that impact the specification and subcellular organization of specialized organelles within iridophore precursors.

## Results

### Time-lapse imaging reveals iridophores do not migrate out from the interstripe

Stripe pattern establishment and reiteration in the zebrafish has been proposed to occur through morphogenetic respecification, in which iridophores differentiate to form a primary interstripe and then these cells or their progeny migrate out to contribute to stripes, as well as secondary interstripes and stripes^5,12,19,20^ (Fig. 1c, left panel). Individual cells would switch morphologies as appropriate to pattern context, undergoing morphogenetic respecification via processes resembling EMT or MET.

To test this model, we examined iridophore behaviors by time-lapse imaging of membrane-targeted mCherry (mem-Cherry) driven by regulatory elements of *pnp4a*^18,23^. If morphogenetic respecification accounts for variation in iridophore morphology and patterning, then events resembling EMT or MET should be observable. That is, densely packed iridophores of the completed interstripe should delaminate to populate the stripe, whereas loosely arranged iridophores of completed stripes should aggregate to initiate new interstripes. In over 300 h of recordings, we observed no instances in which interstripe iridophores—having the dense morphology—delaminated from their neighbors and assumed the loose morphology (Fig. 1d; 14,475 total cells, including 1637 cells located at interstripe edges). Likewise, interstripe iridophores that divided yielded daughter cells that remained in the interstripe (981 divisions, including 160 at interstripe edges; Supplementary Fig. 1a, and Supplementary Movies S1 and S2). These observations are inconsistent with the morphogenetic respecification model.

A different way to produce cells in distinct locations having distinct morphologies would be if iridophores populate interstripes and stripes by differentiating from a progenitor not yet specified to type (Fig. 1c, right panel). Iridophore morphology in this model would emerge by “differentiation in situ” in response to context-appropriate signals, and that same morphology would be retained thereafter by the cells or their progeny. A prediction of this model for iridophore patterning is that new cells should begin to express markers of iridophore differentiation during pattern formation. Consistent with this hypothesis, we frequently observed cells acquire or increase *pnp4a*:mCherry expression within developing stripes (Supplementary Fig. 1b–e and Supplementary Movies S2–S5).

Quantitative image analyses of proliferation and migration further supported pattern development by a mechanism of differentiation in situ. We found that proliferation of loose iridophores within stripes was greater than dense iridophores within interstripes, as noted previously^18^ (Supplementary Fig. 2a). Moreover, iridophores within interstripes tended to divide along an anterior–posterior plane, consistent with the known faster growth along this axis than dorsoventrally^24^ (Supplementary Figs. 1a and 2b). By contrast, planes of division by stripe iridophores were more uniformly distributed, in keeping with a rapid and relatively uniform occupancy of prospective stripe regions (Supplementary Figs. 1b–e and 2b). Dense iridophores also moved little, whereas loose iridophores could migrate up to several cell diameters and these movements tended to be biased away from the first interstripe (Supplementary Fig. 2c, d and Supplementary Movie S5).

### Fate-mapping and repeated imaging support a model of differentiation in situ

We devised a further set of experiments to challenge the two models of iridophore patterning by following the long-term fates of iridophores marked by photoconversion (green → red) of nuclear-localizing *pnp4a*:nucEos fluorescent protein. In this experiment, photoconverted “old” iridophores will acquire white-colored nuclei over time due to their having both newly synthesized nucEos^un^ (unconverted green) and photoconverted nucEos^conv^ (red, here displayed as magenta) in their nuclei; by contrast, “new” iridophores developed from precursor cells will have only nucEos^un^ (green) in their nuclei (Fig. 2a)^25,26^. We reasoned that if individual iridophores change their morphological states and migrate out to contribute to both interstripes and stripes, as predicted by the morphogenetic respecification model, then marking cells in one pattern element should later yield marked cells in both pattern elements. On the other hand, if individual iridophores are fixed for their morphological state and contribute only to interstripes or stripes, as predicted by the differentiation in situ model, marked cells should retain their morphology and be confined to their original pattern element.

**Fig. 2:**
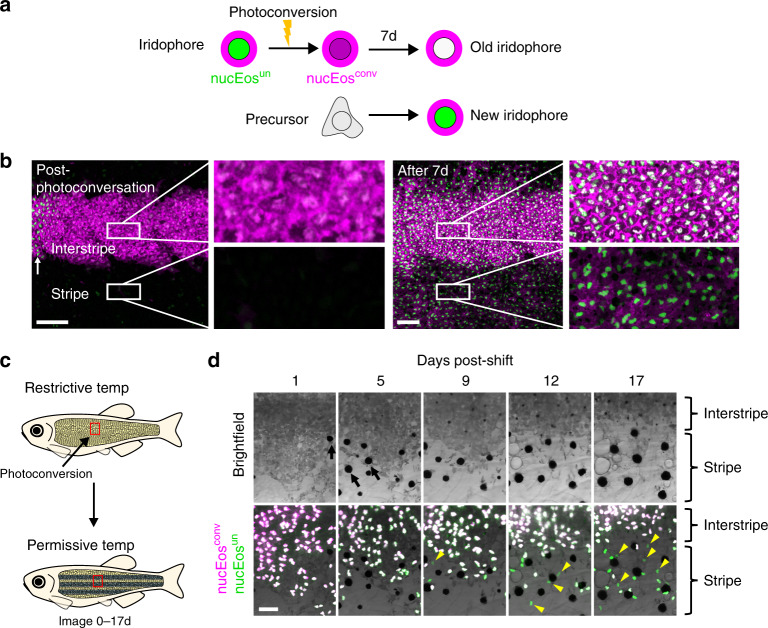
Photoconversion experiments to test models of pattern development and remodeling. **a** Fish were generated to have iridophores expressing nuclear-localizing Eos (nucEos^un^, green) and a membrane-targeted mCherry (mem-Cherry, magenta) driven by regulatory elements of *pnp4a*. Following photoconversion of an iridophore population, the converted nuclei will appear magenta (nucEos^con^). After 7 days, previously photoconverted nuclei will appear white (due to the combination of “new” green proteins and “old” magenta proteins), whereas nuclei of newly differentiated cells will appear green. **b** Tracking photoconverted iridophores in the interstripe revealed that stripe iridophores do not derive from the interstripe population. Following photoconversion of a region in the primary interstripe of a fish at 7.5 SSL, all nuclei appeared magenta (post-photoconversion), with surrounding mem-Cherry-labeled plasma membrane magenta-colored as well (left panel). After 7 days of additional development (8.6 SSL), at which time iridophores had populated the primary stripe, only nuclei with green signal were seen in the stripe zone, whereas interstripe nuclei were primarily white (right panel). Higher magnification images of boxed regions, show interstripe iridophores that retained nucEos^conv^, while also acquiring new nucEos^un^ (making their nuclei white; upper inset, right panel). Stripe iridophores, by contrast, lacked nucEos^conv^ and expressed only nucEos^un^ (making their nuclei green; lower inset, right panel). Example shown is representative of a total of eight individual fish examined. **c** Use of a temperature-sensitive *mitfa*^*vc7*^ allele to examine the effect of conditional melanophore development on iridophore pattern remodeling. For this experiment, iridophores were labeled only with a nuclear-localizing Eos (nucEos^un^, green; nucEos^conv^, magenta); after photoconversion nuclei appear magenta, or white as new nucEos^un^ was produced. **d** Brightfield (upper) and fluorescence superimposed on bright field (lower) following photoconversion and shift to permissive temperature to drive onset of melanophore differentiation. Iridophores labeled by nucEos expression were photoconverted at the beginning of the experiment and followed over 17 days to distinguish newly differentiating iridophores (green) from previously differentiated iridophores (white). As melanophores differentiated (see yellow arrows in top panel), the region of dense morphology iridophores receded dorsally. This change was accompanied by differentiation of new iridophores having green nuclei (see yellow arrowheads in bottom panel) in the newly forming stripe. Example shown is representative of a total of 12 individuals across two independent experiments. Scale bars, **b** 100 µm, **d** 50 µm.

Immediately after photoconverting a region in the interstripe zone, all iridophores in this region had magenta nuclei, whereas iridophores in regions not targeted for photoconversion, including a very few loose iridophores already present in the stripe zone, had only green nuclei (Fig. 2b, post-photoconversion). After 7 days, only iridophores in the interstripe zone had white nuclei, whereas newly formed iridophores, having green nuclei (indicative of their acquiring *pnp4a* expression), could be seen mostly in the stripe zone (Fig. 2b, after 7 day). The presence of white-colored nuclei in the interstripe and their absence in the stripe indicates that interstripe marked cells did not migrate, favoring the model of differentiation in situ. In addition, we found that the formation of secondary interstripes was characterized by the development of cells newly expressing *pnp4a* within this region, suggesting differentiation with subsequent proliferation rather than active aggregation of widely dispersed cells^12^ (Supplementary Fig. 3).

The above analyses focused on a region in the middle of the flank. Because iridophore behaviors may differ between anatomical locations, we extended our analyses by examining distributions of *pnp4a*:mCherry+ cells in entire, individual fish imaged daily over 33 days. These analyses also revealed extensive differentiation of iridophores without indications of EMT (Supplementary Figs. 4 and 5a, b, and Supplementary Movie S6). In some instances, patches of dense iridophores anteriorly appeared to split between primary interstripe and ventral secondary interstripes, perhaps owing to rapid expansion of the flank directly over the swim bladder (Supplementary Fig. 5d and Supplementary Movie S7). In a minority of larvae (~20%), patches of five to ten closely associated iridophores developed anteriorly, dorsal to the primary interstripe. Cells in these patches sometimes maintained their tight associations and became incorporated into the secondary dorsal interstripe. In other instances, such cells were incorporated instead into the stripe (Supplementary Fig. 5c, e). Contrary to the expectations of the morphogenetic respecification model^12,20^, the few of these cells that transitioned from a nascent dense morphology to a loose morphology occurred already within prospective stripe regions. These observations highlight subtle region-specific differences in patterning events and suggest that, had state transitions occurred in a majority of cells or over a broader anatomical area, as predicted in the morphological respecification model, they should have been observed. That they were not observed lends further support to the model of differentiation in situ.

### Role of melanophores in iridophore pattern remodeling

Because melanophores reside in stripe zones but not interstripe zones, we wondered whether iridophore pattern remodeling (i.e., dense- versus loose-arrangement morphology) is impacted by melanophore presence. Prior work has hinted at this possibility as mutants for melanophore-inducing transcription factor (*mitfa*), which lack melanophores, have the dense morphology iridophores (characteristic of interstripe zones) over a broader area than wild-type fish^14,27^. To explore this further, we used a temperature-sensitive allele, *mitfa*^*vc7*^, that allows conditional differentiation or ablation of melanophores^26,28,29^ (Fig. 2c), and then examined the phenotypes of iridophores in different skin areas.

To assess whether iridophores in newly arising stripes, or regions newly devoid of stripes, were derived either from previously differentiated or newly differentiated cells, we marked cells by nucEos photoconversion, shifted fish between temperature regimes, and followed marked cells over time. When fish were shifted from restrictive temperature, in which they lacked melanophores, to permissive temperature, in which melanophore differentiation could occur, we found that preexisting, dense morphology iridophores receded, presumably owing to death, migration from the region, or both, and that new iridophores differentiated into a loose arrangement in regions where melanophore differentiation had occurred (Fig. 2d and Supplementary Fig. 6a). Reciprocal temperature shifts to ablate melanophores led to a similar loss of preexisting loose iridophores and the differentiation of new dense iridophores (Supplementary Fig. 6b). Though we cannot exclude the possibility that some preexisting iridophores were incorporated into remodeled pattern elements, these results suggest that the presence of melanophores has a major effect on the pattern remodeling of iridophores, specifically, in promoting a loose morphology.

### Distinct crystal morphology and ultrastructural organization, but shared chemistry of loose and dense iridophores

Differences in iridophore morphologies (dense/cuboidal versus loose/stellate) and our failure to observe transitions between these two states, raised the possibility that iridophores of dense/cuboidal morphology in interstripes and loose/stellate morphology in stripes represent distinct cell subtypes, analogous to neuronal subtypes^30^. To test this possibility, we evaluated the subcellular architecture, physiology, and gene expression of dense/cuboidal iridophores in stripes versus loose loose/stellate iridophores in interstripes.

Because iridophores depend for their iridescence on stacks of membrane-bound reflecting platelets consisting of crystalline guanine^4,11^, we first asked whether numbers, sizes, or arrangements of these crystals differ between iridophores found in interstripe versus stripe regions. To visualize guanine crystals in situ required a reagent that would adhere to guanine crystals, and so we screened 12 cell-permeable dyes, chosen for their ability to form both hydrogen bonds and pi-stacking interactions^31^. We found that malachite green efficiently bound guanine and therefore used it to examine guanine crystal organization in iridophores from interstripe versus stripe regions. Incident illumination images of the stripe zone showed blue, loosely distributed iridophores on top of black melanophores, whereas images of the interstripe zone showed dense silvery iridophores covered by yellow xanthophores (Fig. 3a, b, incident illumination). Notably, malachite green labeling of guanine crystals within iridophores in these two zones revealed remarkably stacked arrays of crystals in loose iridophores from the stripe, but markedly disordered arrays of crystals in dense iridophores from the interstripe (Fig. 3a, b, upper panels).

**Fig. 3:**
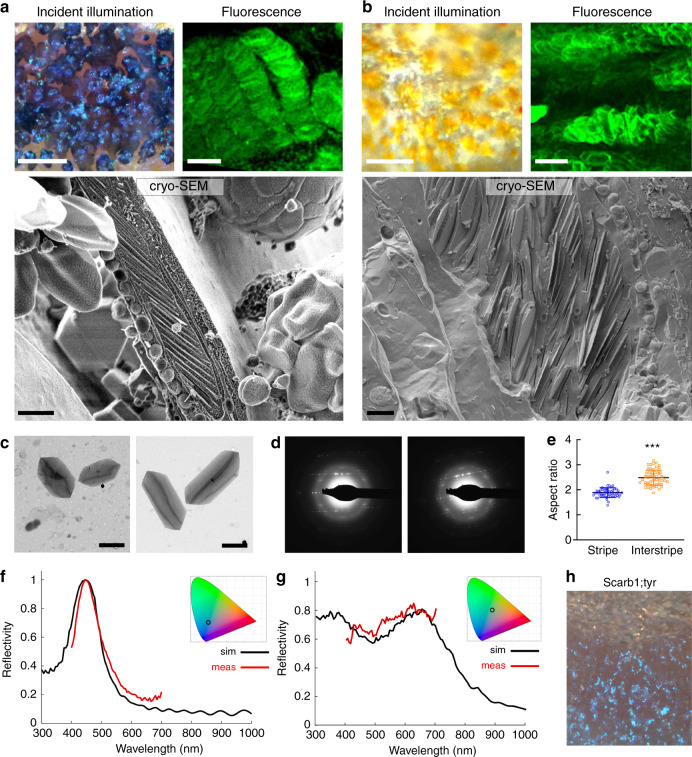
Loose versus dense iridophores have distinct crystal morphologies and ultrastructural organizations, but shared chemistry. **a** Loose iridophores in stripe region viewed by incident illumination, fluorescence, and high pressure–frozen, freeze-fractured cryo-SEM (Cryo-SEM). The incident illumination image shows blue iridophores on top of black melanophores; the fluorescent image reveals malachite green (MG) labeled iridophores (pseudo colored green) with highly ordered arrays of guanine crystals; and the Cryo-SEM image shows iridophore cytoplasm with highly disordered arrays of crystals. *n* = 5 adult fish for incident illumination and fluorescence, and *n* = 4 adult fish for cryo-SEM. **b** Dense iridophores in interstripe region viewed by incident illumination, fluorescence, and Cryo-SEM. The incident illumination image shows silvery iridophores covered by yellow xanthophores; the fluorescent image reveals MG-labeled iridophores with disordered arrays of guanine crystals (pseudo colored green); and the high pressure–frozen, freeze-fractured cryo-SEM micrograph shows iridophore cytoplasm with disordered arrangements of crystals. *n* = 5 adult fish for incident illumination and fluorescence, and *n* = 4 adult fish for cryo-SEM. **c**–**e** TEM analysis of crystals isolated from iridophores from either the stripe or the interstripe regions of adult fish (*n* = 4 adult fish). **c** TEM micrographs of crystals isolated from stripe (left panel) and interstripe regions (right panel); **d** TEM-based electron diffraction of the crystals shown in Supplementary Fig. 7, isolated from stripe iridophores (left panel) and interstripe iridophores (right panel); **e** graph of aspect ratio (length/width) of stripe iridophores (blue) and interstripe iridophores (orange), *n* = 60 for stripe isolated crystals and *n* = 57 for interstripe isolated crystals, Data are represented as mean ± SEM. The *p* value, *p* < 0.0001, was determined using two-tailed Mann–Whitney test. **f** Simulated reflection (black) and measured reflection (red) from a stripe iridophore. **g** Simulated reflection (black) and measured reflection (red) from an interstripe iridophore. Insets in both **f** and **g** show the corresponding reflectance color on a CIE (International Commission on Illumination) chromaticity space diagram. **h** Incident illumination image of an adult fish lacking melanin in melanophores and carotenoids in xanthophores due to mutations in *tyrosinase* and *scarb1*, respectively. The image shows iridophore-type-specific coloration is independent of melanin and carotenoids, consistent with reflectance data obtained for stripe (**f**) and interstipe iridophores (**g**). Scale bars, **a**, **b** (left panels) 50 μm, **a**, **b** (right panels) 4 μm, **a**, **b** (bottom panels) 1.5 μm, **c** 2 μm.

To assess the ultrastructural organization of iridophores under near-physiological conditions, in which crystal organization and cytoplasmic spacing are likely to be retained, we used cryogenic scanning electron microscopy (cryo-SEM). Crystal arrays of loose iridophores from stripes were remarkably ordered, with 20–30 layers of parallel crystals having an average thickness of 27 ± 7 nm (*n* = 82), neatly separated by thin layers of cytoplasm of average thickness 131 ± 24 nm (*n* = 91; Fig. 3a, lower panel). By contrast, crystal arrays of dense iridophores from interstripes were disordered, varying in both orientations and spacings between crystals (Fig. 3b, lower panel), with 30–40 crystals per cell, and a similar average crystal thickness of 25 ± 8 nm (*n* = 130) and an average cytoplasm spacing of 186 ± 81 (*n* = 145).

Beyond differences in crystal arrangements, the shapes and sizes of crystals appeared to differ between loose iridophores in stripes and dense iridophores in interstripes. To quantify these differences, we isolated skin separately from stripes (Fig. 3c, left panel) and interstripes (Fig. 3c, right panel), and extracted crystals for transmission electron microscopy (TEM) and electron diffraction analyses. While the crystals in cells from both tissue regions comprised plates of β-guanine (Fig. 3d and Supplementary Fig. 7), crystals isolated from stripe iridophores were smaller (3.9 ± 0.4 versus. 5.3 ± 0.9 µm; *n* = 60) and had smaller aspect ratios than crystals from interstripe iridophores (1.9 ± 0.2 versus 2.5 ± 0.3 µm; *n* = 57; Fig. 3e). In situ Raman spectroscopy of individual cells further validated that crystals in loose iridophores in stripe zones and dense iridophores in interstripe zones consist of β-guanine, and failed, within the accuracy afforded by these measurements, to reveal other components, suggesting that differences in crystal morphology are not related to their chemistry (Supplementary Fig. 8).

### Iridophore subtypes differ in their optical properties

Differences in colors reflected by stripe iridophores (blue) and interstripe iridophores (silvery-yellow) have sometimes been ascribed to influences of pigments contained within melanophores and xanthophores, respectively^5,32^. Given the differences we observed in reflecting platelet architectures of iridophores from stripes versus interstripes, however, we reasoned that reflected spectra might be intrinsic properties of iridophore subtypes. Consistent with this hypothesis, we found close matches between spectra predicted from simulations based on a Monte Carlo transfer matrix^33^ (with morphometic data derived from cryo-SEM) and empirical reflectance spectra recorded for individual cells by hyperspectral imaging microscopy^34^ (Fig. 3f, g). Indeed, simulations for ordered-crystal iridophores from stripes predicted a peak in the blue region at 450 nm approaching unity reflection, whereas simulations for disordered-crystal iridophores from interstripes predicted a broad wavelength reflection. In addition, while the reflection from the ordered-crystal iridophores was highly dependent on the angle of incident light, the reflection from disordered-crystal iridophores was not (Supplementary Fig. 9).

We further found that intrinsic differences in iridophore optical properties could generate a strong contrast in color between stripes and interstripes independent of pigments in other cell types. This was manifested in fish that lacked both melanin in melanophores and carotenoids in xanthophores, owing to mutations in *tyrosinase* and *scarb1*, respectively^23^. Here, differences in color between stripes and interstripes (i.e., blue versus silvery-yellow) persisted even in the absence of other pigments (Fig. 3h). Together, these results demonstrate the intrinsic differences in optical properties between ordered-crystal iridophores of stripes and disordered-crystal iridophores from interstripes.

### Disordered-crystal and ordered-crystal-containing iridophores remain distinct throughout development

To map the structural organization of iridophores across the entire skin pattern, we used synchrotron-based micro X-ray diffraction, which allows large areas to be scanned, while still providing information on orientations and anisotropy of crystal arrays at the level of a single cell. In this system, high-angular distribution diffractions having a full-ring signal are indicative of crystal orientations that vary (i.e., disordered), whereas low-angular distribution diffractions having a punctuated-ring signal are indicative of crystals that are consistently oriented (i.e., ordered)^10^. Dorsoventral line scanning across the flank of the fish demonstrated there were consistent differences in structural organization of stripe versus interstripe regions (Fig. 4a). Specifically, based on their (012) and (002) diffraction planes^10,35^, crystal plates in iridophores of the stripe zone were well oriented (i.e., ordered; Fig. 4a, panels 1 and 3, and Supplementary Fig. 10), whereas those in the interstripe zone were nonaligned (i.e., disordered; Fig. 4a, panels 2 and 4, and Supplementary Fig. 10).

**Fig. 4:**
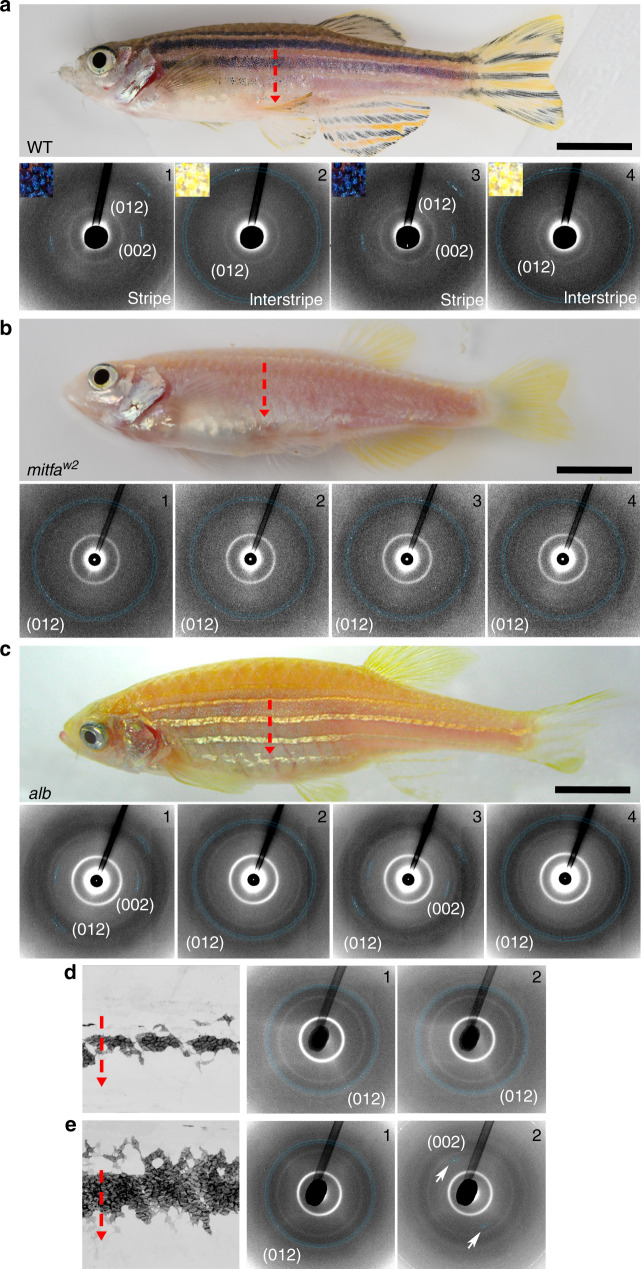
Disordered- and ordered-crystal-containing iridophores remain distinct throughout development. **a** Upper panel shows wild-type zebrafish with the red vertical dotted arrow showing, where X-ray diffraction measurements were made. Lower panels 1 through 4 show X-ray diffraction pattern measurements in stripe and interstripe regions, with upper left insets showing the incident illumination differences in these regions. Diffraction patterns collected in the stripe regions (1 and 3) had low-angular distributions with a punctuated-like signal, indicating iridophore crystals in these regions are parallel to one another. Diffraction patterns collected in the interstripe regions (2 and 4), by contrast, exhibited high-angular distributions with a full-ring signal, indicating iridophore crystals in these regions are not well aligned. *n* = 3 different fish. **b** X-ray diffraction measurements as in **a** made in *mitfa*^*w2*^ mutant fish, using a vertical line scan across the trunk of the fish. The typical diffraction pattern of the ordered stripe iridophore is missing in this line scan, and the observed diffractions are of high-angular distribution (“full ring”). *n* = 3 different fish. **c** X-ray diffraction measurements as in **a** from *albino* mutant (*alb*). The overall diffraction pattern resembles that of wild-type fish, with highly ordered diffraction patterns of the (002) and (012) diffraction planes throughout the stripe regions (1 and 3), and high-angular distribution of only the (012) diffraction plane throughout the interstripe regions (2 and 4). *n* = 3 different fish. **d**, **e** X-ray diffraction patterns from vertical lines measured across the trunk of ~6 SSL (**d**) and ~6.9 SSL (**e**) wild-type zebrafish. Left panels, illustrate representative individuals and iridophore patterns from repeated image series (e.g., Supplementary Fig. 4). Panels 1 and 2 show X-ray diffraction patterns from areas in the 1° interstripe and adjacent to the 1° interstripe, respectively. In **d**, both regions show a high-angular distribution of the (012) diffraction plane. In **e**, a low-angular distribution diffraction of the (002) plane (2) is visible (white arrows) just adjacent to the first interstripe region (1). *n* = *3* different fish. Scale bars, **a**–**c** 4 mm.

Our *mitfa*^*vc7*^ photoconversion results (see Fig. 2c) raised the possibility that melanophores promote the differentiation of progenitors into iridophores with ordered-crystal arrays. We tested this idea using micro X-ray diffraction to evaluate the crystals architecture in iridophores of two zebrafish mutants: null-allele *mitfa*^*w2*^ and *albino*. In *mitfa*^*w2*^ mutants, melanophores are missing owing to a defect in their specification; in *albino* mutants, melanophores are present but lack melanin^27,36^. We reasoned that if melanophores drive iridophore differentiation toward the ordered crystallotype, then *mitfa*^*w2*^ mutants should be deficient in iridophores having ordered crystals, whereas *albino* mutants should retain ordered iridophores, similar to the wild type. Line scans across the flanks of *mitfa*^*w2*^ fish revealed mostly high-angular distribution (012) diffractions, typical of the disordered crystallotype (Fig. 4b and Supplementary Fig. 11). Scanning the entire fish showed some diffraction patterns corresponding to ordered iridophores, but these were located toward the posterior and were a minor component of the diffractions (Supplementary Fig. 12). The same analysis on *albino* fish revealed alternating diffraction patterns similar to that seen in wild type (Fig. 4c and Supplementary Fig. 13). These results suggest that melanophores enhance the differentiation of ordered-crystallotype iridophores.

We next examined the relative developmental timing of precursor differentiation into disordered and ordered crystallotypes by assessing micro X-ray diffraction patterns over ontogeny. In fish of 6.0 mm standardized standard length (SSL) and 6.5 SSL, which have only a single interstripe and very few adult melanophores^24^, we observed only disordered-crystallotype iridophores (having high-angular distribution diffraction patterns of the (012) plane; Fig. 4d, and Supplementary Figs. 14 and 15). When fish were ~6.9 SSL, with a substantial complement of melanophores and loose iridophores, low-angular distribution diffraction patterns of the (002) plane, typical of ordered-crystallotype iridophores, became visible (Fig. 4e, see white arrows, and Supplementary Fig. 16). These results supported the idea that precursor cells differentiate into ordered-crystallotype iridophores only after the differentiation of disordered-crystallotype iridophores and in the presence of melanophores.

### Ordered and disordered crystallotypes exhibit distinct transcriptomic signatures

We next tested whether stripe and interstripe iridophores also have distinct transcriptomic signatures by single-cell RNA-sequencing (scRNA-seq; Fig. 5a). 

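Cells were taken from microdissected stripes and interstripes of zebrafish that carried pnp4a:mem-mCherry and a nuclear pnp4a:Eos, reporters driven by the promoter of the iridophore gene pnp4a. The authors dissociated the skin of 4 fish, 2 of them pooled in each cycle, and sorted single cells positive for both reporters into plates of 96 wells. They sequenced 4 stripe plates and 4 interstripe plates, 768 wells in all, at 39875610 ± 8449306 reads per library (SD) by the paper's account. Transcripts were counted by unique molecular identifiers, short tags that mark each molecule before amplification. Of the 768 wells, 646 passed the authors' limits on features and counts (84.1%, exact Clopper-Pearson 95% interval 81.3 to 86.6%). The authors corrected counts for depth with SCTransform in Seurat and sorted the cells into clusters. Their deposited tables give, for each cluster, the percent of cells with a value above 0 for each gene. They also give the mean and SD over those cells of the natural log of the corrected count plus 1. From these, the mean and SD over all cells of a cluster were rebuilt here, with cells lacking the gene at 0, and every mean below is on this scale unless stated otherwise. Cells had 788.9, 739.6, 846.3, 1396 and 815.2 genes with a value above 0 on average in clusters c1 to c5. These are called genes detected below, and genes detected before the correction were not counted here. The tables pool the plates, so cells are not replicates, an SD over cells is not an error between fish, and no test across plates or fish was made. Intervals on a percent of cells cover counting error only. The clusters were drawn from the same expression values that are compared between them.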

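Transcripts of iridophore genes were abundant in clusters c1, c3 and c5, which held 194, 122 and 72 of the 646 cells. The other clusters, c2 and c4, held 176 and 82. gpnmb (ENSDARG00000062688), which encodes a glycoprotein of pigment organelles, had means of 3.33 ± 1.72, 3.70 ± 1.47 and 3.15 ± 1.65 (SD over cells) in c1, c3 and c5. It was found in 91.2% (86.3 to 94.8%), 95.1% (89.6 to 98.2%) and 88.9% (79.3 to 95.1%) of their cells. pnp4a (ENSDARG00000057575) encodes a purine nucleoside phosphorylase and had means of 2.91 ± 1.96, 2.86 ± 1.87 and 2.75 ± 1.88 in c1, c3 and c5. For the homeobox genes the means in the same clusters were 1.58 ± 1.77, 2.17 ± 1.79 and 1.45 ± 1.75 for alx4a (ENSDARG00000088332) and 1.13 ± 1.64, 0.90 ± 1.39 and 0.75 ± 1.36 for alx4b (ENSDARG00000074442). Other iridophore genes reached higher levels. The mean of apoda.1, an apolipoprotein D gene, was 5.25 ± 1.15 in c1, 5.00 ± 1.15 in c3 and 5.41 ± 0.80 in c5, and lypc (ENSDARG00000097804) was found in all 194 cells of c1 at a mean of 6.40 ± 0.30. The genes that stood out most in c1 against every other cluster were lypc, alx4b and the ribosomal protein genes rplp2, rpl8 and rpl9. In c3 they were rgs4, lgals2a, lgals1l1, rdh5 and myo5b, and in c5 they were fosab, fosb, phlda2, jdp2b and socs3a.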

Dimensionality reduction followed by unsupervised clustering revealed five clusters (Fig. 5b, Supporting file—Table 1), three of which (clusters c1, c3, and c5) contained cells expressing high levels of known markers of iridophores (i.e., *gpnmb*, *pnp4a*)^37^ (Supplementary Figs. 17 and  18a, b), as well as genes that were recently identified as iridophore markers (i.e., *alx4a*, *alx4b*)^23^ (Supplementary Figs. 17 and  18c, d). The expression levels of these iridophore markers, as well as other markers for pigment cells, were lower in clusters c2 and c4 (Supplementary Fig. 17), suggesting these clusters potentially represent cells that are not fully differentiated.

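Each of the 5 iridophore markers of Supplementary Fig. 17 had a lower mean in c2 than in c1, c3 and c5. In c4 this held for 3 of the 5. The mean of gpnmb was 1.80 ± 1.67 in c2 and 1.92 ± 1.07 in c4 (SD over cells), that of pnp4a was 1.55 ± 1.52 and 1.87 ± 1.00, and that of alx4a was 1.00 ± 1.35 and 1.39 ± 1.03. alx4b and tfec, a transcription factor gene of pigment cell lineages, had means of 0.88 ± 0.93 and 0.36 ± 0.63 in c4, above their means of 0.75 ± 1.36 and 0.23 ± 0.77 in c5. The share of cells gave another order, because all 5 markers were found in more cells of c4 than of any other cluster. This was not particular to the markers. Of 2368 genes in at least 10% of cells of c4 or of c1, c3 and c5 pooled, 2355 had a larger share in c4. alx4b was found in 70.7% of c4 cells (59.6 to 80.3%) and in 35.2% of c2 cells (28.2 to 42.8%). The c4 cells that had gpnmb had less of it, with a mean over expressing cells of 1.96 against 3.65, 3.89 and 3.55 in c1, c3 and c5. Values per expressing cell were lower in c4 for most genes, with a median difference of -1.16 from the pooled clusters. Of 19 measured genes of iridophore differentiation, 11 were found in at least 10% of cells. All 11 had lower means in c2 and in c4 than in c1, c3 and c5 pooled, with a median difference of -1.61 in c2 and -0.99 in c4. Ribosomal protein genes had median differences of -0.50 in c2 and -0.30 in c4. The median difference over all genes was -0.18 in c2 and 0.067 in c4. These were genes found in at least 10% of cells of that cluster or of the pooled clusters. In c4, 1584 of the 2368 genes were higher, but the set for c2 held only 1436 genes. Part of the c4 set thus passed through c4 alone, which favours genes higher in c4. Random lists, 10000 in all, were drawn within 10 bins of the mean over all 5 clusters. Against these the median of the iridophore genes lay at percentile 0 in c2 and in c4. A second matching, chosen after the values were seen, used the 30 genes nearest each member in pooled level. Pooled level is the mean over c1, c3 and c5, which the difference subtracts. Against lists drawn this way the median lay at percentile 0.05 in c2 and 20.9 in c4. The paper singled out c1, c3 and c5 for high levels of markers that this list holds. A drop of the list in c2 and c4 was thus partly set by the grouping. The 5 markers alone, with medians of -0.73 in c2 and -0.35 in c4, lay at percentiles 9.57 and 6.76 within bins and at 14.5 and 43.2 with nearest genes.

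**Figure D1:**
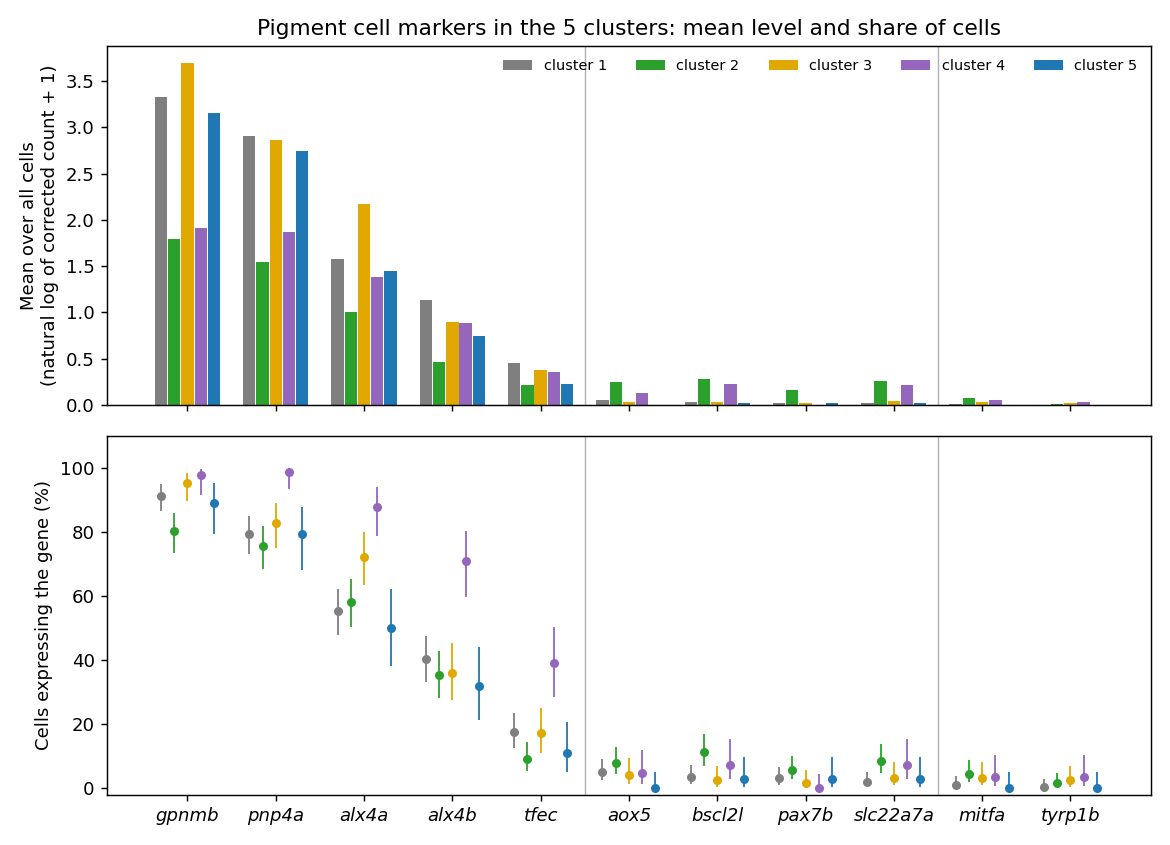
Markers of iridophores (left), xanthophores (middle) and melanophores (right) in clusters c1 to c5. Bars show the mean over all cells of the natural log of the corrected count plus 1, and points show the percent of cells with the gene with exact Clopper-Pearson 95% intervals. The bars of gpnmb are lower in c2 (1.80) and c4 (1.92) than in the other clusters, while the c4 point of alx4b (70.7%) is the highest of its 5.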

**Fig. 5:**
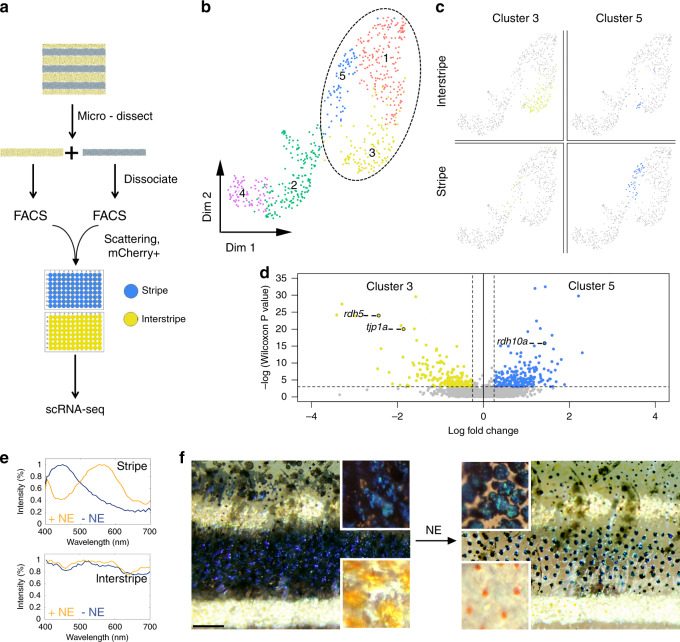
Disordered- and ordered-crystal-containing iridophores exhibit distinct transcriptomic signatures and response to stimuli. **a** Experimental design of single-cell RNA-sequencing experiment. **b** Two-dimensional UMAP representation of the collected skin cell clusters (dashed ellipse marks iridophores). **c** Anatomical origin (stripe versus interstripe) of iridophores from clusters 5 (blue) and 3 (yellow). **d** A volcano representation of differentially expressed genes between clusters 5 (blue) and 3 (yellow), where 192 genes were upregulated in cluster 5 and 158 were upregulated in cluster 3. **e**, **f** The response of an adult zebrafish skin pattern to norepinephrine (NE) stimulation. **e** The optical response of individual iridophores from the stripe (upper panel) and interstripe (lower panel). In the stripe, the reflection peak of an ordered iridophore shifts from ~450 to ~570 nm upon NE treatment. In the interstripe, only minor changes in the reflection spectra occur in response to NE. *n* = 4 different fish (**f**) illustrates optical response from relaxed, untreated fish (−NE) to the treated fish (+NE). Note the differences between the blue stripe and the two-flanking yellow interstripes and how this changed with NE treatment. Before treatment, a deep blue color for the stripe region and a golden-yellow color for the interstripe region is observed. After NE treatment, the contrast between the stripe and the interstripe is drastically reduced. This color change arises because NE causes pigment granules within the melanophores in the stripe to aggregate in the cell center and blue iridophore reflectance to shift from a dark-blue to green-yellow hue (see upper insets), while in the interstripe, NE causes the pigment granules within the xanthophores to aggregate and silvery iridophores to have only a minor color change (lower insets), *n* = 3 different fish. Scale bar, **f** 400 μm.

Next, we tested whether any of the iridophore clusters recovered by scRNA-seq were originated specifically from either the stripe or the interstipe locations. 

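Joining the numbers of cells in the deposited table to the shares that the paper gives, 61 cells of c5 came from stripe skin and 11 from interstripe skin. The exact Clopper-Pearson 95% interval of the stripe share of c5 was 74.3 to 92.1%. In c3, 102 or 103 of the 122 cells came from interstripe skin, since the rounded share allows both numbers, and 19 or 20 came from stripe skin. The interval of the stripe share of c3 was 9.64 to 24.2%, which does not overlap that of c5. These intervals treat cells as independent draws, and the spread between plates or fish was not measured here.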

We found that cluster c5 was mostly stripe specific, as 85% of cells in cluster c5 originated from stripes, whereas cluster c3 was mostly interstripe specific, as 84% of cells in cluster c3 originated from interstripes (Fig. 5c). Cells of the third iridophores cluster, c1, were shared between the interstripe (44%) and stripe (56%; Supplementary Fig. 19). 

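In c1, 108 or 109 of the 194 cells came from stripe skin by the paper's share, with an interval for that share of 48.4 to 63.3%. Of the 188 to 190 stripe cells in c1, c3 and c5 together, 56.8 to 58.0% were in c1, 32.1 to 32.4% in c5 and 10.0 to 10.6% in c3. Of the 198 to 200 interstripe cells in these clusters, 51.0 to 52.0% were in c3, 42.5 to 43.4% in c1 and 5.50 to 5.56% in c5. These ranges are outer bounds, since they set the lowest count against the highest total and the reverse. Some genes that separated c3 from c5 had intermediate levels in c1. rdh10a, a retinol dehydrogenase gene, was found in 18.6% of c1 cells (13.3 to 24.8%), and jam3b, which encodes a junctional adhesion molecule, in 23.7% (17.9 to 30.3%). The mean of fosab, a Fos family transcription factor gene, was 2.83 ± 2.12 in c1 and 3.01 ± 2.08 in c3 (SD over cells), so c1 did not lie between c3 and c5 for this gene.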

Several hundred loci were differentially expressed between cells of clusters c3 and c5 (Fig. 5d and Supporting file—Table 2), highlighting candidate genes that may contribute to structural or other differences between stripe and interstripe iridophores. For example, it was recently shown using immuno-labeling that Tight Junction Protein 1a (tjp1a) is highly expressed only in dense iridophores^19^ (found in the interstripe), and that knocking out *tjp1a* results in the disruption of the stripe pattern due to dense (interstripe) iridophores invading the stripe regions^19^. 

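Genes higher in c5 included 18 of 53 measured immediate early genes, which are transcribed within minutes of a stimulus, and genes higher in c3 included 4 of 20 measured regulators of G protein signalling. In the authors' deposited comparison of c5 with c3, at the thresholds drawn in Fig. 5d (unadjusted Wilcoxon p of 0.05 over cells and an absolute natural log fold change of 0.25), 213 genes were higher in c5 and 178 in c3. At the authors' adjusted p under 0.05, 15 were higher in c5 and 14 in c3. The rebuilt mean of fosab (ENSDARG00000031683) was 5.23 ± 1.78 in c5 and 3.01 ± 2.08 in c3 (SD over cells; adjusted p = 1.54e-10 in the authors' deposited table). phlda2 (ENSDARG00000042874), an imprinted growth gene in mammals, had means of 3.27 ± 2.22 and 0.78 ± 1.43 (adjusted p = 2.34e-09 in the authors' deposited table), and fhl2a, which encodes a LIM domain protein, had means of 5.21 ± 1.54 and 3.62 ± 1.76 (adjusted p = 2.52e-10 in the authors' deposited table). On the other side, rgs4 (ENSDARG00000070047) was found in 53.3% of c3 cells (44.0 to 62.4%) and 2.78% of c5 cells (0.338 to 9.68%; adjusted p = 2.55e-08 in the authors' deposited table). zgc:110699, a gene without a given name, was found in 45.1% of c3 cells and in 0 of 72 cells of c5, which allows a share of cells with a transcript counted of up to 4.17%. Of 53 measured immediate early genes, 18 were higher in c5 and 1, gadd45ba, was higher in c3 at the authors' unadjusted p. The counts were 17 and 1 adjusted over the list alone, and 6 and 0 at the authors' adjusted p. Adjusted over the list alone means here and below over the list's members in the authors' comparison, 26 for this list. Measured members outside that comparison are left out of the adjustment. The median difference in mean, c5 minus c3, was 0.67 over the 27 members found in at least 10% of cells of either cluster, at percentile 100 of 10000 random lists of like expression. Of 20 regulators of G protein signalling, 4 were higher in c3 (rgs4, rgs16, rgs8 and rgs3a) and 0 in c5, with the same counts adjusted over the list alone and a median of -0.45 at percentile 0.050. Without a filter on the share of cells, the median of the regulators was -0.017 at percentile 3.17. Of 81 ribosomal protein genes, 10 were higher in c3 and 1 in c5, with 0 in either cluster adjusted over the list alone. Their median was -0.17 at percentile 0.080, and 58 of the 78 members found in enough cells lay below 0. Over the authors' log fold change the median of the ribosomal genes lay at percentile 5.41. A percentile describes these pooled cells and is not a test across fish.

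**Figure D2:**
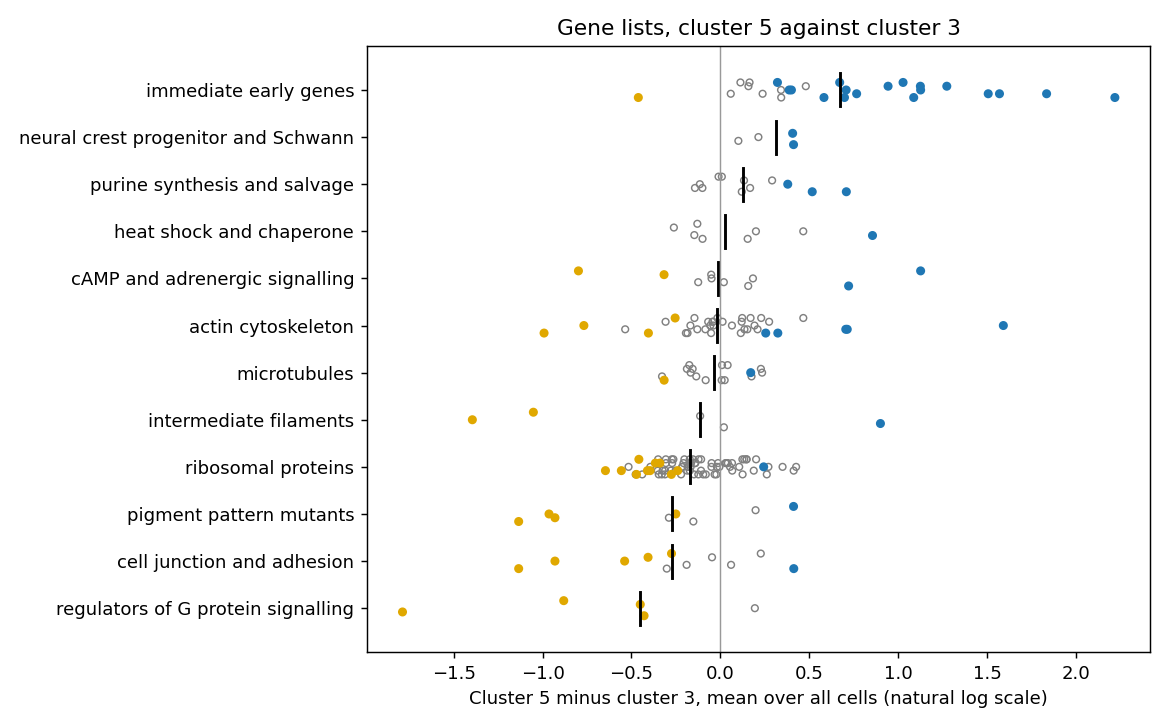
Difference of the mean over all cells between c5 and c3 on the natural log scale, for members of 12 gene lists found in at least 10% of cells of either cluster. Each circle is a gene, filled circles had an unadjusted p under 0.05 in the authors' table (blue higher in c5, yellow higher in c3) and black bars are medians. The median of immediate early genes lies at 0.67 and that of regulators of G protein signalling at -0.45.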

In line with these findings, we found that *tjp1a* is highly expressed in cluster c3 (mostly interstripe iridophores) and expressed at lower levels in cluster c5 (mostly stripe iridophores). 

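tjp1a (ENSDARG00000077506), which encodes a scaffold protein of tight junctions, was found in 54 of the 122 cells of c3 (44.3%, 35.3 to 53.5%) and in 2 of the 72 cells of c5 (2.78%, 0.338 to 9.68%). Its mean was 1.21 ± 1.59 in c3 and 0.074 ± 0.52 in c5 (SD over cells). In the authors' deposited table the log fold change of c5 over c3 was -1.86 with an adjusted p of 3.85e-05 from a Wilcoxon test over cells. jam3b (ENSDARG00000061794), another gene of the stripe pattern, had means of 1.14 ± 1.56 in c3 and 0.21 ± 0.84 in c5 (adjusted p = 0.00440 in the authors' deposited table). Of 44 measured genes of cell junctions and adhesion, 5 were higher in c3 (tjp1a, jam3b, alcama, itgb1b and magi1b) and 1, ctnnb1, was higher in c5 at the authors' unadjusted p. Adjusted over the 9 members in the authors' comparison and not over all 44, 4 were higher in c3 and 0 in c5. The median difference, c5 minus c3, was -0.27 over the 11 members found in at least 10% of cells of either cluster, at percentile 0.025 of random lists. Over all members with no such filter it was -0.0034, at percentile 34.9. A further list, labelled pigment pattern mutants, holds genes linked to pigment patterning, but mutant phenotypes of its members were not checked here. Of its 26 measured genes, 4 were higher in c3 (tjp1a, jam3b and the membrane protein genes aqp3b and tspan36) and 1, sox10, was higher in c5. The list shares tjp1a, jam3b and others with the junction list, and its median was -0.27 at percentile 0.37.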

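Both retinol dehydrogenase genes differed between c3 and c5, in opposite directions. rdh5 (ENSDARG00000008306) was found in 49.2% of c3 cells (40.0 to 58.4%) and 2.78% of c5 cells (0.338 to 9.68%), with means of 1.45 ± 1.68 and 0.054 ± 0.39 (SD over cells). In the authors' deposited table the log fold change of c5 over c3 was -2.43 (adjusted p = 8.30e-07). rdh10a (ENSDARG00000058730) was found in 9.02% of c3 cells (4.59 to 15.6%) and 40.3% of c5 cells (28.9 to 52.5%), with means of 0.22 ± 0.86 and 1.29 ± 1.75. Its log fold change in the authors' deposited table was 1.42 (adjusted p = 0.00253). Of 37 measured genes of retinoid metabolism these were the only members with an unadjusted p under 0.05, and the median of the 4 members found in at least 10% of cells was 0.11, at percentile 66.6 of random lists. Of 28 measured opsin genes, 0 were found in at least 10% of the cells of c3 or c5. The highest share for any opsin gene was 6.56% in c3 and 4.17% in c5.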

Other interesting genes that were differentially expressed at high levels were *retinol dehydrogenase 5* (*rdh5*) and *retinol dehydrogenase 10a* (*rdh10a*), upregulated in cluster c3 and cluster c5, respectively. These genes code for proteins that catalyze key oxidation–reduction reactions in the visual cycle, and could be related to the presence of visual pigments in these cells and their reported ability to sense light^38^.

We also performed a gene-set enrichment analysis of the differentially expressed genes using FishEnrichr^39,40^ (Supplementary Table 1 and Supplementary Table 2). The gene enrichment analysis highlighted many differentially regulated pathways, including responses to purine-containing compounds, and cAMP pathways (Supplementary Table 1), which were both upregulated in cluster c5 (mostly stripe iridophores) and might be involved in iridophore environmental sensing and reaction to specific stimuli (see below). 

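Among 32 measured genes of purine synthesis and salvage, which provide the guanine of the crystals, 3 were higher in c5 at the authors' unadjusted p (mthfd1l, gmps and paics) and 0 were higher in c3. Adjusted over the list alone, 2 were higher in c5. gmps, which encodes GMP synthetase, was found in 44.4% of c5 cells (32.7 to 56.6%) and 22.1% of c3 cells (15.1 to 30.5%). The median difference of the 12 members found in at least 10% of cells was 0.13, at percentile 87.9 of random lists, inside the central 95%. This list and the next are not the gene sets of the paper's terms, which cover responses to purine-containing compounds and to cAMP. They do not test the enrichment of those terms. Of 54 measured genes of cAMP and adrenergic signalling, 2 were higher in c5 (sik1 and akap12b) and 2 in c3 (akap12a and adra2b), with a median of -0.015 at percentile 29.7. Among genes found in at least 25% of cells the median was 0.44 at percentile 94.6, so its direction depends on the filter. sik1, a kinase gene induced by cAMP and also a member of the immediate early list, had means of 1.53 in c5 and 0.40 in c3 (adjusted p = 3.36e-05 in the authors' deposited table). akap12a, which encodes an anchor of protein kinase A, had means of 5.24 and 6.04 (adjusted p = 0.00651 in the authors' deposited table). adra2b, an adrenergic receptor gene, was found in 4.17% of c5 cells (0.868 to 11.7%) and 15.6% of c3 cells (9.64 to 23.2%), and its unadjusted p in the authors' deposited table was 0.0180. Of 24 vacuolar ATPase genes, 1, atp6v0d1, was higher in c5 and 0 in c3 (median 0.025, percentile 39.9).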

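Genes of the cytoskeleton differed between c5 and c3 in both directions. Of 63 measured actin cytoskeleton genes, 5 were higher in c5 (fhl2a, tmsb1, myl12.2, pfn2l and arpc2) and 4 in c3 (myh10, flnb, tmsb4x and tln1) at the authors' unadjusted p, and 5 and 3 adjusted over the list alone. tmsb1, a thymosin beta gene whose product binds actin monomers, had means of 0.83 in c5 and 0.12 in c3, and myh10, a non-muscle myosin gene, had means of 0.69 and 1.68. Of 28 measured intermediate filament genes, plecb and syne1b were higher in c3 and pleca was higher in c5. plecb and pleca encode plectins, which link filaments to junctions. The means of plecb were 1.03 in c5 and 2.43 in c3 (adjusted p = 0.0219 in the authors' deposited table), and those of pleca were 2.87 and 1.97 (adjusted p = 1.00 in the authors' deposited table). Of 48 measured microtubule genes, 1, tuba8l3, was higher in c5 and 1, tuba1b, was higher in c3. Median differences, c5 minus c3, were -0.017 for actin, -0.11 for intermediate filament and -0.038 for microtubule genes, at percentiles 16.9, 30.9 and 16.0 of random lists. With only genes found in at least 25% of cells, the intermediate filament median was -0.52 at percentile 1.58.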

Another set of differentially enriched pathways were related to the cytoskeleton, including pathways for all three main cytoskeleton components, actin filaments, intermediate filaments, and microtubules (Supplementary Table 2), consistent with roles in mediating differences in structural organization and crystal array architectures between stripe and interstripe iridophores. 

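Of 19 measured genes of iridophore differentiation, 4 were higher in c5 (fhl2a, lypc, defbl1 and sox10) and 3 in c3 (akap12a, gpnmb and alx4a) at the authors' unadjusted p. The counts were also 4 and 3 adjusted over the list alone, and 2 and 1 at the authors' adjusted p. The median difference of the 11 members found in at least 10% of cells was -0.12, at percentile 23.2 of random lists, with members on both sides of 0. Among genes found in at least 25% of cells it was 0.13 at percentile 85.9. All 5 iridophore markers of the paper had lower means in c5 than in c3, with a median of -0.15 at percentile 21.6, and 2 of them, gpnmb and alx4a, were higher in c3 at the authors' unadjusted p. Of the 12 measured genes of neural crest progenitors and Schwann cells, 2 were higher in c5 and 0 in c3 at the authors' unadjusted p, 1 (mpz) and 0 adjusted over the list alone, and 0 in either cluster at the authors' adjusted p. The pair was sox10, a transcription factor gene of the neural crest, and mpz, a myelin protein gene that was found in 16.7% of c5 cells (8.92 to 27.3%) and 2.46% of c3 cells (0.510 to 7.02%). The median of the 4 members found in at least 10% of cells was 0.31, at percentile 99.6, and without the filter it was 0.0039 at percentile 67.2. Over the authors' log fold change it lay at percentile 88.5. From the origin of the cells, the genes that differ between c3 and c5 and the enriched pathways, the paper concludes that the transcriptomes of the iridophores of both skin zones are distinct.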

We concluded from these analyses that iridophores of interstripe and stripe zones are transcriptionally distinct.

### Physiological color change differs between iridophore subtypes

Color pattern can be influenced physiologically^41,42^, as some types of pigment cells disperse or contract pigment granules in response to endocrine and neuroendocrine factors, including norephinephrine (NE)^43–45^. We wondered whether morphological differences between iridophore subtypes might be accompanied by physiological differences as well. To test this, we bathed isolated fish skin in 10 µM NE solution. Upon NE treatment, stripe-derived iridophores exhibited a ~120 nm shift in peak reflectance, whereas interstripe-derived iridophores did not exhibit gross changes in reflected light spectra, measured by hyperspectral imaging (Fig. 5e). Viewing the response to NE in the context of the whole tissue also revealed a reduction in the color differences between the stripe and the interstripe locations (Fig. 5f). These results support prior work showing that iridophores of different shapes respond differently to NE^43^, and further demonstrate that only stripe iridophores change their color upon NE treatment. This differential response, in conjunction with the known aggregation of granules within melanophores and xanthophores^44,45^, could contribute to the dramatic reduction in contrast between stripe and interstripe zones under NE treatment, which causes the prominent zebrafish stripe pattern to diminish (Supplementary Movie 8).

## Discussion

Pigmentation of teleost fish has become a valuable system for understanding pattern formation in animals, including how changes in pattern-forming mechanisms lead to phenotypic variation within and between species^3,5,6^. In zebrafish, a widely accepted model links dynamic changes in iridophore shape—between a dense morphology in interstripes and a loose morphology in stripes—to establishment and reiteration of pattern^12,19,20,22^. In this model, iridophores of interstripes and stripes are similar cells that have adopted different morphologies, as they migrate into different regions. Using diverse tools, we found no evidence for morphological transitions by individual iridophores. Rather, our data support an alternative model of differentiation in situ for how the reiterated stripe pattern of zebrafish develops. In this model, iridophore precursors in developing stripes and interstripes differentiate based on their microenvironment into distinct iridophore crystallotypes, with different subcellular organization and physiological responsiveness.

We found several structural disparities between iridophores of interstripes and stripes; iridophores of interstripes had larger reflecting crystal platelets that were disordered, whereas those of stripes had smaller crystal platelets that were uniformly stacked and oriented. The colors of these cells differed as well: iridophores in interstripes were silvery-yellowish, and iridophores in stripes were blue, and these differences were autonomous properties of the cells, not a consequence of pigments contained in other pigment cells with which iridophores associate. Physiological responses also differed: disordered-crystal platelets of interstripe iridophores were refractory to NE, whereas, ordered-crystal platelets of stripe iridophores changed their cellular organization upon NE treatment. Finally, iridophores from interstripes and stripes had distinct gene expression profiles.

We found no evidence that individual iridophores undergo state transitions, as would be expected if cells originating in one pattern element disperse to populate another. Photolabeled iridophores observed over short or long periods failed to migrate between interstripe and stripe zones, even when they were challenged to undergo transitions in the context of pattern remodeling (stimulated by changes in melanophore abundance). Instead, development and remodeling of interstripes and stripes involved de novo differentiation, subsequent proliferation, and in some cases migration of iridophores with morphologies appropriate to their location within the pattern. Only in a minority of fish, and in a small anatomical region, did we observe patches of initially dense iridophores assume a loose arrangement. Such behaviors occurred within prospective stripes, rather than at boundaries between interstripes and stripes, as previously postulated^5,12^, and involved cells that had not yet fully differentiated.

The apparent conflict between our observations and those of prior studies^5,12,19^ may reflect differences in how iridophores and their progenitors have been visualized. Previous analyses used a *sox10:CreER*^*t2*^ transgene that can mark most or all postembryonic neural crest derivatives, including multipotent progenitors in the peripheral nervous system, and cells transiting from the peripheral nervous system to the hypodermis of the skin^12,46^. In this case, clonal spread over the flank from interstripe-to-stripe, and stripe-to-interstripe, is indeed apparent as progeny of individual progenitors migrate to the skin or expand their numbers at the hypodermis. If individual cells appear to switch between dense and loose morphologies, these may represent iridophore precursors transiently associated with one pattern element or another, but not yet committed to crystallotype. By contrast our analyses employed *pnp4a* transgenes, expressed as iridophores begin to differentiate and our photoconversion approach, tracking individual *pnp4a* expressing cells, allowed us to map the fate of differentiated iridophores during development. We postulate that *pnp4a*-labeling allowed us to distinguish later stage, committed iridophores or iridoblasts from earlier stage iridoblasts or earlier progenitors that had not yet become fate restricted.

These data all point to a model of stripe patterning that depends on differentiation in situ. In this model, latent progenitors associated with the peripheral nervous system that have transited to the skin during the larva-to-adult transformation^3^ expand clonally as early iridoblasts—not specified to subtype—and subsequently differentiate according to cues in the microenvironment they encounter. Our data, together with those of others, suggest that some of these signals depend on melanophores^14,15,25,47^, promoting differentiation of iridoblasts toward a state having ordered reflecting crystal platelets that are physiologically responsive (blue ⟷ yellow) in stripes, and away from an alternative state of disordered-crystal platelets lacking physiological responsiveness (silvery-yellow) in interstripes. Additional signals from xanthophores, iridophores, and other cell types likely contribute as well. Whether these events of specification unfold as iridoblasts expand their territory within the plane of the skin hypodermis, or as they arrive at the hypodermis after migrating from progenitor niches within the peripheral nervous system, remains to be determined. Whichever mode of iridoblast morphogenesis holds true, our findings highlight the importance of extrinsic factors that specify and promote the in situ differentiation of iridophore subtypes, during pattern establishment and reiteration. The resulting iridophore subtypes likely allow the zebrafish to alter its skin patterning to make it more or less distinctive, a trait crucial for the fish to be able to join shoals or obscure itself^48,49^.

## Methods

### Fish stocks, rearing conditions, transgenic line production, and CRISPR/Cas9 mutagenesis

We reared zebrafish under standard conditions (14 L:10 D at ~28 ˚C) except as indicated and in accordance to HHMI-JFRC ethical committee via animal Care and Use protocol 16-137 and UVA IACUC protocol 4170. Staging followed^24^. Stocks were wild type WT(ABb), a derivative of AB^wp^; Tg(*pnp4a:palm-mcherry*)^*wprt10Tg*^ expressing membrane-targeted mCherry^18,50^; *mitfa*^*w2*^^27^; temperature-sensitive *mitfa*^*vc7*^^29,51^ raised at permissive temperatures (22 °C) or restrictive temperature (30 °C); *scarb1*^*vp32rc1*^^52^; and *albino*^*b4*^ (*slc45a2*). To generate Tg(*pnp4a-nucEos*)^*wprt30Tg*^, we subcloned ~8 kb from a recombineered BAC used for constructing Tg(*pnp4a:palm-mCherry*) and replaced the original fluorophore with nuclear-localizing multimeric EosFP^25,53^ by restriction/ligation cloning. We injected this construct into single-cell embryos along with *Tol2* transposase mRNA using standard methods^54^, and screened for germline incorporation by transgene fluorescence. To generate fish that lacked both carotenoid pigmentation and melanin, we injected *scarb1* mutants with 500 ng/μl Cas9 protein (PNA Bio) and two T7-transcribed guide RNAs targeting *tyrosinase* (*tyr*; GGGCCGCAGTATCCTCACTC, GGCGTTTCTGCCTTGGCATC) at 200 ng/μl each.

#### Imaging

We acquired images on Zeiss Axio Observer inverted microscopes equipped with Axiocam HR or Axiocam 506 color cameras, a Yokogawa CSU-X1M5000 laser spinning disk with Photometrics Evolve or Hamamatsu ORCA-Flash 4.0 cameras, an AxioZoom v16 stereomicroscope with Axiocam 506 color camera, or Zeiss LSM 800 scanning laser confocal with GaAsP and Airyscan detectors, all running ZEN blue software. For repeated daily imaging, we raised individuals in separate beakers. They were anesthetized briefly, imaged, and allowed to recover.

#### Photoconversion

We photoconverted fish expressing *pnp4a:nucEos* stably or mosaically using a Zeiss LSM 800 scanning laser confocal with a 405 nm laser and ZEN blue software. When we photoconverted entire flanks (Supplementary Fig. 3), we placed fish in a box lined with aluminum foil and exposed them to full intensity output from a Zeiss HXP 120 V compact light source.

#### Time-lapse imaging and analyses

Pigment cells were imaged ex vivo in their tissue environment on a laser spinning disk microscope (above)^50^. We imaged the entire flank between gut and caudal fin peduncle of Tg(*pnp4a:mCherry*) fish every 5 min for 15 h, unless otherwise noted. To capture rare behaviors over large areas, images were typically collected as multiple tiles for each specimen, then stitched computationally using Zeiss ZEN software. Supplemental Movies S1–S5 illustrate regions of interest from larger views. Analyses focused on the area including the primary interstripe, ventral primary stripe, and ventral secondary interstripe (where applicable). All iridophores in these regions were included in proliferation and migration analyses. Proliferating iridophores were evident as single cells that rounded up and then divided to generate adjacent daughter cells. We measured the plane of proliferation using the angle tool in ImageJ from the center of each daughter cell in the frame immediately following cytokinesis. To analyze migration, we used ImageJ to determine start and end points of all stripe-associated iridophores that moved ≥1 cell diameter over the course of each time-lapse movie. Trunks were examined from fish at stages 7.0 SSL (*N* = 5), 7.5 SSL (*N* = 5), 10.0 SSL (*N* = 11), and 12.0 SSL (*N* = 4) were included in cell behavioral analyses. Iridophores were classified as dense (surrounded by other iridophores, bright mCherry expression on all sides), loose (stellate, dim mCherry expression), or edge (contacting other dense iridophores over ~75% of the cell perimeter with the remainder open to the prospective stripe region). Total cells analyzed were: 7.0 SSL—630 dense, 57 loose, 359 edge; 7.5 SSL—1230 dense, 338 loose, 423 edge; 10.0 SSL—4113 dense, 2047 loose, 523480 edge; 12.0 SSL—1657 dense, 1508 loose, 186 edge.

#### Temperature shift experiments

We injected *mitfa*^*vc7*^; Tg(*pnp4a:mCherry*) with *pnp4a:nucEos* and *Tol2* mRNA using standard methods. We raised the fish at restrictive temperature (30 °C) or permissive temperature (22 °C) until the primary interstripe, primary stripes, and ventral secondary interstripe developed at permissive temperature. We then photoconverted mosaically expressed patches of *pnp4a*:nucEos as described above, and shifted fish to the opposite temperature.

#### Synchrotron-based micro wide X-ray diffraction

Fish (larvae or adults) were euthanized in MS222 (E10521, Sigma-Aldrich) and were immersed in a physiological buffer (PBS, P3813, Sigma-Aldrich,136 mOsm/kg). For adult fish, fresh skin sections were obtained and mounted on a lead tape between two kapton windows. For larvae fish, entire freshly euthanized fish were mounted on a lead tape between two kapton windows. In situ wide X-ray diffraction (WAXD) was obtained at the μ-Spot beamline, in the synchrotron radiation facility BESSY II, Helmholtz-Zentrum Berlin für Materialien und Energie, Berlin, Germany. Samples were mounted on a *y*–*z* scanning table and scans of the sample in areas of interest were performed. The microbeam was defined by a toroidal mirror and a pinhole of either 10 or 30 μm diameter close to the sample, providing a beam size of ~10 × 10 μm^2^ or 30 × 30 μm^2^ at the sample position. Line scans were performed across the flank of the fish, with two to four data points collected for each interstripe, and three to six data points collected for each stripe. An energy of 15 keV (*λ* = 0.82656 Å) was selected by a Mo/BC multilayer monochromator. The 2D SAXS/WAXD patterns were measured by using a MarMosaic 225 CCD-based area detector (Rayonix) placed at a sample–detector distance of 286 mm. The beam center in the detector and the sample–detector distance were calibrated, using a powder X-ray diffraction pattern of synthetic guanine powder standard (Sigma-Aldrich). Radial integration of the 2D scattering patterns was performed using and DPDAK^55^. The data were normalized with respect to the primary beam monitor (ionization chamber) and corrected for background caused by pinhole and air scattering.

#### Hyperspectral imaging

Fish were euthanized in MS222 (E10521, Sigma-Aldrich), then relevant skin portions were dissected and placed in PBS solution (P3813, Sigma-Aldrich) at room temperature. Spectral measurements were performed using a PARISS® hyperspectral imaging system (Lightform Inc. with PARISS software v1.14)), which acquires instantaneously 380–980 nm spectra from each pixel of a line of pixels when pixel size was 1.25 × 1.25 μm^2^. The hyperspectral imager was mounted on a Nikon Eclipse 80i microscope. Spectral calibration was performed using a MIDL® Hg^+^/Ar^+^ wavelength calibration lamp (Lightform Inc.) with accuracy better than 2 nm. The cells spectra were acquired under both specular reflectance and transmittance, using a tungsten halogen light source with a Nikon NCB11 filter, and a 20 × 0.50 NA objective. Reflectance spectra were normalized using a standard silver mirror (Thorlabs Inc.). All spectra were smoothed with a running average of three data points and plotted using Matlab (2019a).

#### TEM

Fish were euthanized in MS222 (E10521, Sigma-Aldrich) then relevant skin portions were dissected and placed in PBS (P3813, Sigma-Aldrich) solution at room temperature. Tissue was mechanically dissected using a scalpel and then sonicated for 10 min. The obtained suspension was centrifuged for 5 min at 4000 RPM, after which the pellet was discarded, and the supernatant was kept and vortexed for 1 min. This process was repeated twice. A total of 10 µl drop of obtained suspension was placed onto a copper slot TEM grid coated with Formvar/carbon and was allowed to settle for 5 min. After which the grid was carefully blotted dry with help of a piece of filter paper. The TEM grids were imaged in a Tecnai Spirit electron microscope (FEI, Hillsboro, OR) operating at 80 kV equipped with an Ultrascan 4000 digital camera (Gatan Inc, CA).

#### Raman microspectroscopy

Samples were prepared by sandwiching prepared tissues or crystals between quartz coverslips (Electron Microscopy Sciences, Cat. No. 72255-02) and glass microscope slides (VWR, Cat. No. 16004-422). All data were collected at RT using a home-built Raman microscope^56^. We used a 514-nm line of an argon-ion laser (CVI Melles Griot, 35-MAP-431-200), which was passed through a clean-up filter (Semrock, LL01-514-25) and then directed into a modified inverted microscope (Olympus IX71). Excitation light (~30 mW at the sample) was directed to the sample using a dichroic mirror (Semrock, LPD01-514RU-25×36-1.1) and a 60× water-immersion objective (Olympus, UPLSAPO60XW). Spontaneous Raman Stokes scattering was collected through the same objective, filtered (Semrock, LP02-514RE-25) to remove any residual excitation light or Rayleigh scattering, and then directed into a 320-mm focal length (*f*/4.1 aperture) imaging spectrometer (Horiba Scientific, iHR 320) through a 400 µm pinhole (Thorlabs) and a 50-μm slit, and dispersed using a 1200 g/mm grating. Individual spectra were collected for 10–15 s acquisitions (×10–15) from 500–3700 cm^−1^ with high gain enabled on a liquid nitrogen cooled, back illuminated deep-depletion CCD array (Horiba Scientific, Symphony II, 1024 × 256 px, 26.6 mm × 6.6 mm, 1 MHz repetition rate). Bright field images were collected using a USB 2.0 camera (iDS, UI-1220-C). Daily calibration of imaging spectrometer was done using neat cyclohexane (20 μl in a sealed capillary tube). Bandpass and accuracy were found to be <12 and ± 1 cm^–1^, respectively. All Raman spectra were corrected by applying a baseline polynomial fit (Lab Spec 6 software).

#### Isolation of cells for scRNA-sequencing

Fish were euthanized in MS222(E10521, Sigma-Aldrich) and the stripe and interstiped regions were microdissected from fish expressing both *pnp4a*:mem-mCherry and *pnp4a*:nnucEos. Stripe and interstipe regions were enzymatically dissociated separately with Liberase (0.25 mg/ml in dPBS, LIBDL-RO, Roche) at 25 °C for 15 min followed by manual trituration with increasingly narrower flame polished glass pipette for 3 min at a time for three times. Cells suspensions were then filtered through a 70 μm nylon cell strainer to obtain a single-cell suspension. Liberated cells were resuspended in 1% BSA (A2153, Sigma-Aldrich)/5% FBS (F2442, Sigma-Aldrich) in dPBS before FACS purification. This was done for samples collected from four different fish that were processed in two different cycles, combining skin samples from two different fish for each cycle. The flow cytometry experiments were performed on a BD FACSAria II SORP sorter (BD Biosciences, San Jose, CA, USA) coupled with BD FACSDiva software (BD Biosciences) for instrument operation, data acquisition, and analysis. A 637 nm and a 488 nm laser were utilized for fluorophore excitation and a 100-μm nozzle was used to generate single droplets under 20PSI sheath pressure. The applied settings were as follows: forward light scatter (FSC) detector photomultiplier tube (PMT) gain setting = 80 V with a 1.5 neutral density filter; side light scatter (SSC) detector PMT gain setting = 90 V; FSC threshold = 10,000; PE-Texas Red (PE TX Red) channel PMT gain setting = 280 V; fluorescein isothiocyanate channel PMT gain setting = 280 V (an exemplification the gating strategy is provided in Supplementary Fig. 20). Sample dilution and flow rate were adjusted to optimal event recordings for 96-well plate single cell sorts (below 500 processed events per sec). The population of zebrafish skin iridophores was designated based on their FSC and SSC characteristics and back-gating on fluorescence. Control zebrafish skin samples were used to gate out the highly auto fluorescent cells among the members of this population. Fluorescently labeled from either the stripe or interstripe skin samples were sorted separately. Single cells with high mCherry and Eos expression were collected into 3 μL of smart-scrub lysis buffer (0.2% Triton X-100 (Sigma), 0.1 U/μl RNAse inhibitor (NEB)) using “single cell” indexed sorting mode. Five indexed 96-well plates were collected for each skin band. After sorting, the samples were spun down at 3166 r.c.f. at 4 °C for 2 min in an Eppendorf tabletop 5810 R centrifuge (Eppendorf AG, Hamburg, Germany) and stored at −80 °C until further processing.

#### scRNA-seq library preparation

Four plates of each skin band were selected for sequencing. cDNA was prepared from sorted cells as described previously by Cembrowski et al.^57^ with minor modifications. Reverse transcription, PCR, purification, tagmentation, and library quantification were performed as described. Libraries from eight plates were pooled equimolar and were sequenced on a NextSeq 550 high-output flowcell with 25 bases in read 1 to read the 1 bp spacer, 8 bp barcode, 10 bp UMI as described in Cembrowski et al., 8 bases in the i7 index read, and 50 bases in read 2 (cDNA). phiX control library (Illumina) was spiked in at a final concentration of 15% to improve color balance in read 1. Libraries were sequenced to an average depth of 39,875,610 ± 8,449,306 reads (mean ± standard deviation (SD)).

#### scRNA-seq analysis

Sequencing adapters were trimmed from the reads with Cutadapt v2.10 (Martin, 2011) prior to alignment with STAR v2.7.5a (Dobin et al., 2013) to the *D. rerio* GRCz11.94 genome assembly from Ensembl (ensembl.org). Gene counts were generated with the STARsolo algorithm using the following additional parameters: “–soloType CB_UMI_Simple–soloCBwhitelist smartscrb_whitelist.txt–soloCBstart 2–soloCBlen 8–soloUMIstart 10–soloUMIlen 10 -soloBarcodeReadLength 0–soloCBmatchWLtype 1MM_multi_pseudocounts–soloStrand Forward–soloFeatures Gene–soloUMIdedup 1MM_All–soloUMIfiltering MultiGeneUMI–soloCellFilter None”. The full set of 384 barcodes designed for this assay was used as the whitelist (Supplemental file “Q.index.txt”), and the full description of Cutadapt and STAR parameters is provided in Supplemental file “pipeline_parameters.txt”. Gene counts for the subset of barcodes used in each library were extracted using custom R scripts.

Raw counts representing the enumerated expression for 32,618 features for 768 cells was read into R (v3.6.1) in table form with features in rows and cells in columns. This matrix was then converted into a single-cell experiment object using the “SingleCellExperiment” function supported in the “SingleCellExperiment” library (v1.8.0). Features observed to not have a count greater than zero for at least one cell were removed. Calculation of quality control metrics and screening for low quality cells was accomplished using a combination of functions supported in the “scater” library (v1.14.6). Specifically, the “perCellQCMetrics” function was used to calculate metrics per cell, the “perFeatureQCMetrics” function used to calculate metrics per feature, and the “quickPerCellQC” function used to identify cells as low quality. In addition, the “plotColData” function was used to visually inspect the number of detected features per cell by the total number of counts to define a range per number of features (>200, <1750) and counts (>0.45e5, <1.45e5) a cell must satisfy to not be considered low quality. The union set of cells identified as low quality were then removed and counts for surviving cells, minus features representing mitochondria genes or spike-in controls, used to create a new cell data object via the “CreateSeuratObject” function supported in the “Seurat” library (v3.1.4). This object was then used in combination with functions supported in the “Seurat” library, under default settings, to generate clusters of cells. Specifically, counts were first normalized using the “SCTransform” function then principal component analysis performed on the normalized counts using the “RunPCA” function. After, the “ElbowPlot” function was used to inspect and define the number of components to pass to the “FindNeighbors” function (*n* = 10). Lastly, the “FindClusters” function was used to generate clusters of cells (resolution = 0.8) that were ultimately visualized and inspected using the “RunUMAP”, “DimPlot”, and “FeaturePlot” functions. To test for dysregulated features between clusters, the “FindMarkers” function was used. Trajectory analysis was also performed on the same counts for surviving cells and features using a combination of function calls under default settings that are supported in the “M3Drop” library (v1.12.0) and “monocle” library (v2.14.0). Specifically, the “M3DropFeatureSelection” function was used to find differentially expressed features then counts for those features used to construct a new cell data object using the function called “newCellDataSet”. This data object was then passed to the following functions in sequence to produce and ultimately visualize the trajectory: “setOrderingFilter”, “estimateSizeFactors”, “reduceDimension”, “”orderCells”, and “plot_cell_trajectory”. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE144734 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144734).

#### Cryo-scanning electron microscopy

Fish were euthanized in MS222 (E10521, Sigma-Aldrich) then relevant skin portions were sectioned and placed in PBS (P3813, Sigma-Aldrich) solution at room temperature. The sections were then sandwiched between two metal discs (3 mm diameter, 0.1 mm cavities) and cryo-immobilized in a high-pressure freezing device (HPM10; Bal-Tec). The frozen samples were mounted on a holder under liquid nitrogen and transferred to a freeze-fracture device (BAF60; Bal-Tec), using a vacuum cryo-transfer device (VCT 100; Bal-Tec), where they were coated with a 3-nm-thick layer of Pt/C. Samples were then observed by high-resolution SEM (Ultra 55, Zeiss) using secondary electron/backscattered electron and an in-lens detector, maintaining the frozen hydrated state by using a cryo-stage operating at a working temperature of −120 °C. Measurements of crystal thickness and cytoplasm spacing were taken from the cryo-SEM micrographs.

#### Malachite green staining

Fish were euthanized in MS222 (E10521, Sigma-Aldrich) then relevant skin portions were sectioned and placed in a PBS (P3813, Sigma-Aldrich) solution containing 25–50 μM malachite green (38800, Sigma-Aldrich), at room temperature for 30 min before imaging.

#### Reflectivity simulations

Reflectivity was simulated based on metamorphic data obtained from cryo-SEM (crystal thicknesses, spacing, orientation, and number of layers), using a Monte Carlo transfer matrix calculation^58^. The reflectivity was simulated by averaging 500 runs, assuming either normal incident, or in the angle depends studies between 0° and 70°. Each one of the layers was characterized by two variables: *n*_*j*_, a refractive index, and *d*_*j*_, which is the layer thickness randomly picked from the experimental distribution. Thus, for each layer we defined the following 2 × 2 matrix:

1 $$\left( {\begin{array}{*{20}{c}} {{{{\mathrm{cos}}}}{{\beta }}_{{j}}} & { - \frac{{{i}}}{{{{n}}_{{j}}}}\sin {{\beta }}_{{j}}} \\ { - {{in}}_{{j}}{{{\mathrm{sin}}}}{{\beta }}_{{j}}} & {\cos {{\beta }}_{{j}}} \end{array}} \right)\,{{{\mathrm{where}}}}\,\beta _j = \frac{{2\pi }}{\lambda }n_jd_j.$$

The set of *k* double layers was characterized by the following reflectivity 2 × 2 matrix:

2 $$M_j = \mathop {\prod }\limits_{j = 1}^{j = 2k} mj.$$

Reflectivity was obtained using the following equation:

3 $$R = \left| {\frac{{\left( {m_{11} + m_{12}} \right) - \left( {m_{21} + m_{22}} \right)}}{{\left( {m_{11} + m_{12}} \right) + \left( {m_{21} + m_{22}} \right)}}} \right|.$$

The refractive index for the guanine crystals was set as 1.83. We neglected the weak dependence of the refractive index on wavelength and assumed that the interfaces were parallel.

#### Figures plotting and assembly

Graphs were plotted using MATLAB (2019a) or Prism (v8), and figures were assembled using Illustrator (v2020) and photoshop (cc2019).

### Statistics and reproducibility

Sample size was based on previous experience. No statistical method was used to predetermine sample size. Unless otherwise noted, each experiment was repeated three or more times. Data shown in column graphs represent mean ± standard error of the mean (SEM) or mean ± SD, as indicated in the figure legends, and individual data points are plotted. Statistical analysis was performed with GraphPad Prism 6.0. Details of statistical testing can be found in the figure legends and in the Source data file. All datasets were tested for Gaussian distribution using the Kolmogorov–Smirnov test.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Table 1

Supplementary Table 2

Supplementary Movie S1

Supplementary Movie S2

Supplementary Movie S3

Supplementary Movie S4

Supplementary Movie S5

Supplementary Movie S6

Supplementary Movie S7

Supplementary Movie S8

Description of Additional Supplementary Files

Reporting Summary

## Data Availability

Data supporting the findings of this manuscript are available from the corresponding authors upon reasonable request. A reporting summary for this article is available as a Supplementary Information file. All sequencing data that support the findings of this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE144734. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: In situ differentiation of iridophore crystallotypes underlies zebrafish stripe patterning
**Source:** Nat Commun. 2020 Dec 15;11:6391. doi: 10.1038/s41467-020-20088-1
**Supplement:** Supplementary file 1 — Supplementary Information

***In situ* differentiation of iridophore crystalloids underlies zebrafish stripe patterning**

Dvir Gur^{#,1,2}, Emily Bain^{#,3}, Kory Johnson⁴, Andy J. Aman³, Amalia Pasoili¹, Jessica D. Flynn⁵, Michael C. Allen⁶, Dimitri D. Deheyn⁶, Jennifer C. Lee⁵, Jennifer Lippincott-Schwartz^{*,1}, David Parichy^{*,3}

Supporting Information contains:

- **Supplementary Data Figures**
- **References**

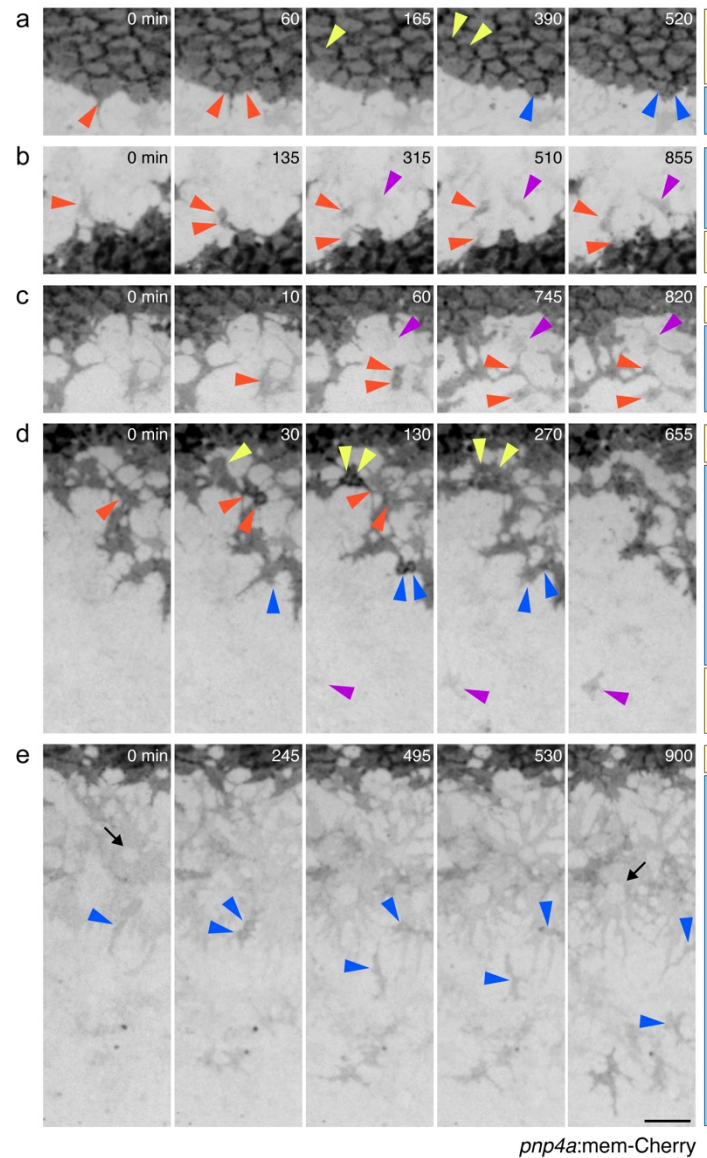

Supplementary Figure 1. Live imaging reveals proliferation, differentiation and migration but not dynamic changes in state. (a) *pnp4a:mem-Cherry* (inverted pixel values) reveals dividing cells at interstripe edge (orange and blue arrowheads) and within interstripe. Bars at right indicate approximate boundary between interstripe (yellow) and stripe (blue) regions and numbers in frames indicate sequential day of imaging. (b) Division of a cell newly expressing *pnp4a* within the prospective stripe (orange) with onset of *pnp4a* expression by an adjacent cell (purple). (c) Division (orange) and appearance (purple) of *pnp4a*⁺ cells within the developing ventral primary stripe. (d) Division of *pnp4*⁺ cells (orange, yellow, blue) within stripe and appearance of new *pnp4a*⁺ cell (purple) at site likely corresponding to prospective secondary ventral interstripe. (e) Division and migration of *pnp4*⁺ cells within ventral stripe (blue, purple). Black arrows indicate cells having morphologies and minimal motility typical of xanthophores, which also express low levels of *pnp4a* (Saunders et al., 2019). Stages of larvae shown 7.5–8.0 SSL (1). Examples shown are representative of 10 larvae examined at these stages. Scale bar in e for a–e, 40 μm.

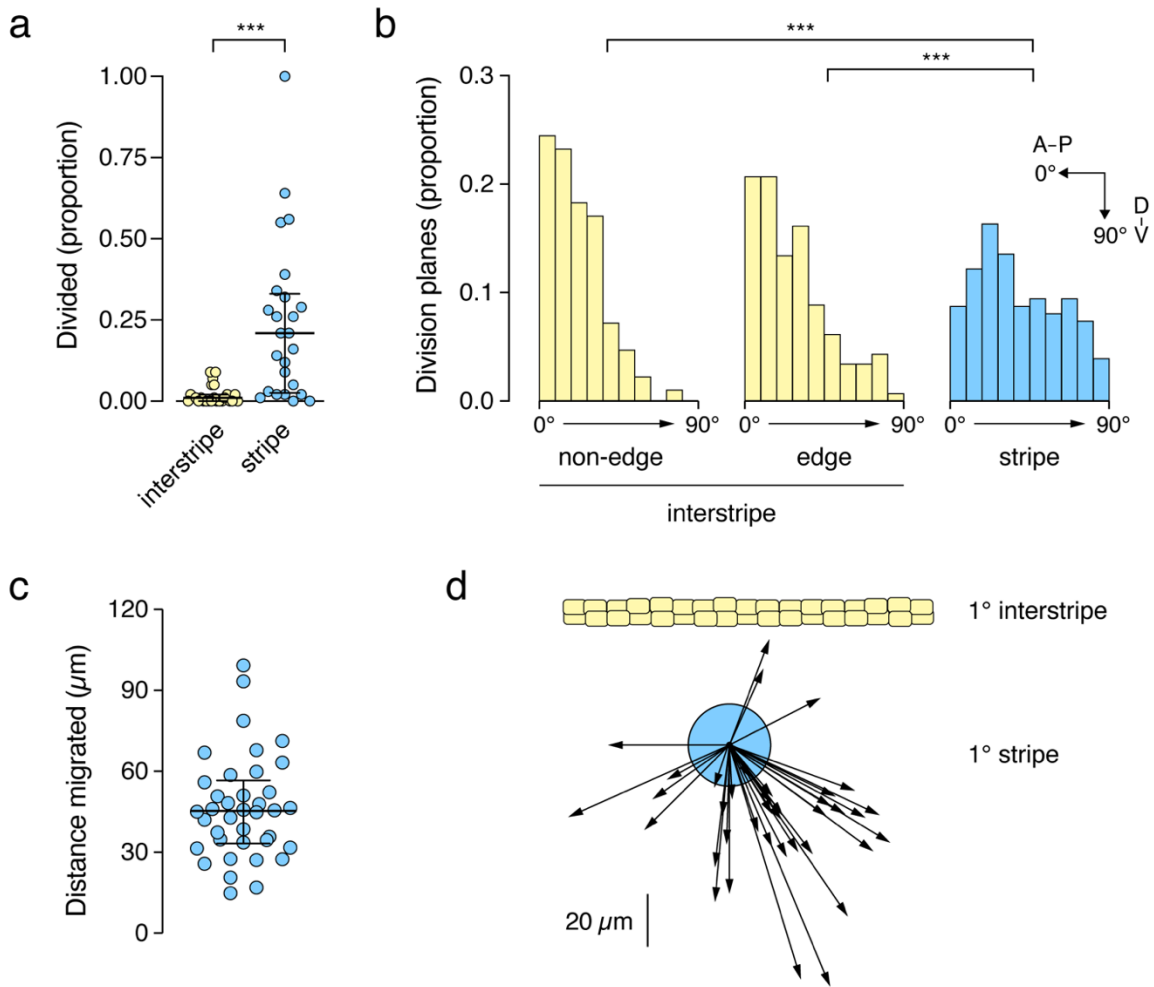

Supplementary Figure 2. Division and migration of *pnp4a*⁺ cells in time-lapse imaging.

(a) Loose iridophores of stripes were more likely to divide than dense iridophores of interstripes (median $\pm$ interquartile range, $N=25$ larvae with 11,580 total *pnp4a*⁺ cells; $\chi^2=633$, $P<0.0001$, d.f.=1; Wilcoxon test comparison of proportions, $Z=4.6$, $P<0.0001$ two sided, ***). **(b)** Proportions of cells having planes of division ranging from anteroposterior (0°) to dorsoventral (90°) for populations within the interstripe and bounded only by other cells of the interstripe (non-edge), in the interstripe but not completely bounded by other cells of the interstripe (edge), or within the stripe. Division plane variances differed significantly among iridophores at different positions (Levene's test, $F_{2,333}=12.7$, $P<0.0001$), as expected for the more uniform planes of division exhibited by stripe as compared non-edge and edge iridophores. Paired comparisons of means likewise indicated significantly greater values for division planes of stripe iridophores than either non-edge or edge iridophores (Wilcoxon $Z=5.4$ and 3.9 , respectively, both $P<0.0001$; ***). **(c)** Distances migrated (median $\pm$ interquartile range) by loose *pnp4a*⁺ cells of the prospective ventral primary stripe. Only cells moving greater than one half the diameter of a typical loose iridophore (~ 31 μm) were included ($N = 38$ cells total from 4 different larvae at 7.0–7.5 SSL when the ventral primary stripe is first developing). **(d)** Directions and distances migrated by same cells illustrated in c. A majority of cells moved ventrally and posteriorly from their origin. Blue circle indicates average diameter of loose iridophores.

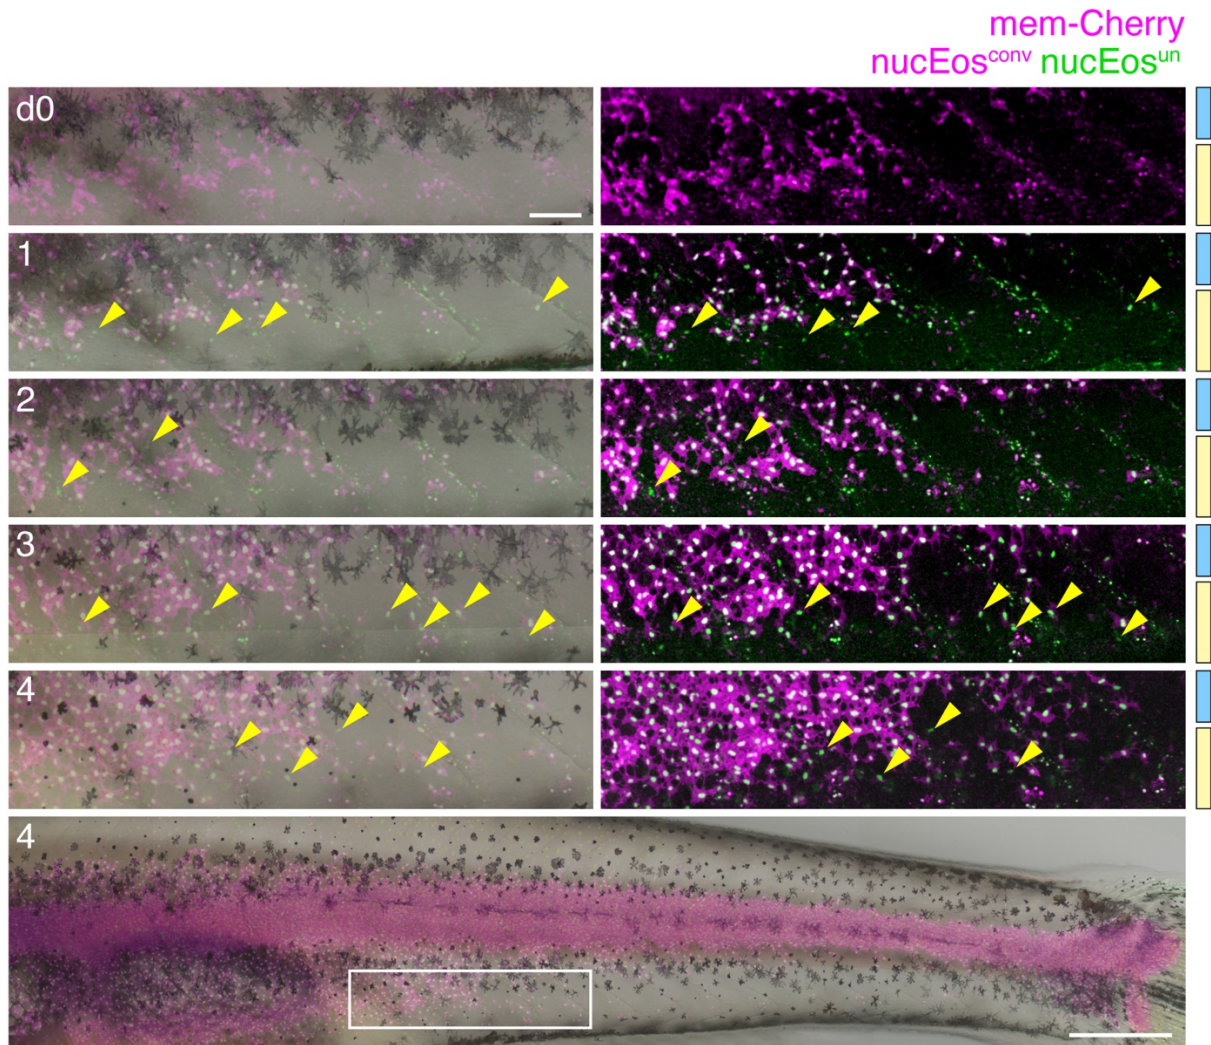

Supplementary Figure 3. Differentiation of iridophores contributing to secondary interstripe. To identify newly appearing cells, whole fish were exposed to UV light daily to photoconvert all *pnp4:nucEos* from green (nucEos^{un}) to red (nucEos^{conv}; here displayed in magenta). On the following day, cells exhibiting nucEos^{un} but not nucEos^{conv} have arisen. Older cells typically exhibit both nucEos^{un} and nucEos^{conv} (white) and begin to exhibit the weaker fluorophore *pnp4:mem-Cherry*. At d0, immediately after photoconversion, all *pnp4*+ nuclei are magenta. At d1, green nuclei exhibiting only nucEos^{un} are evident (e.g., arrowheads). After subsequent rounds of photoconversion, nuclei newly expressing nucEos^{un} continued to appear (d2–4). Bottom panel at low magnification illustrates region highlighted above. Images of this individual are representative of 8 total individuals examined. Scale bars, 100 μ m (d0, for details d0–d4), 500 μ m (d4, for overview).

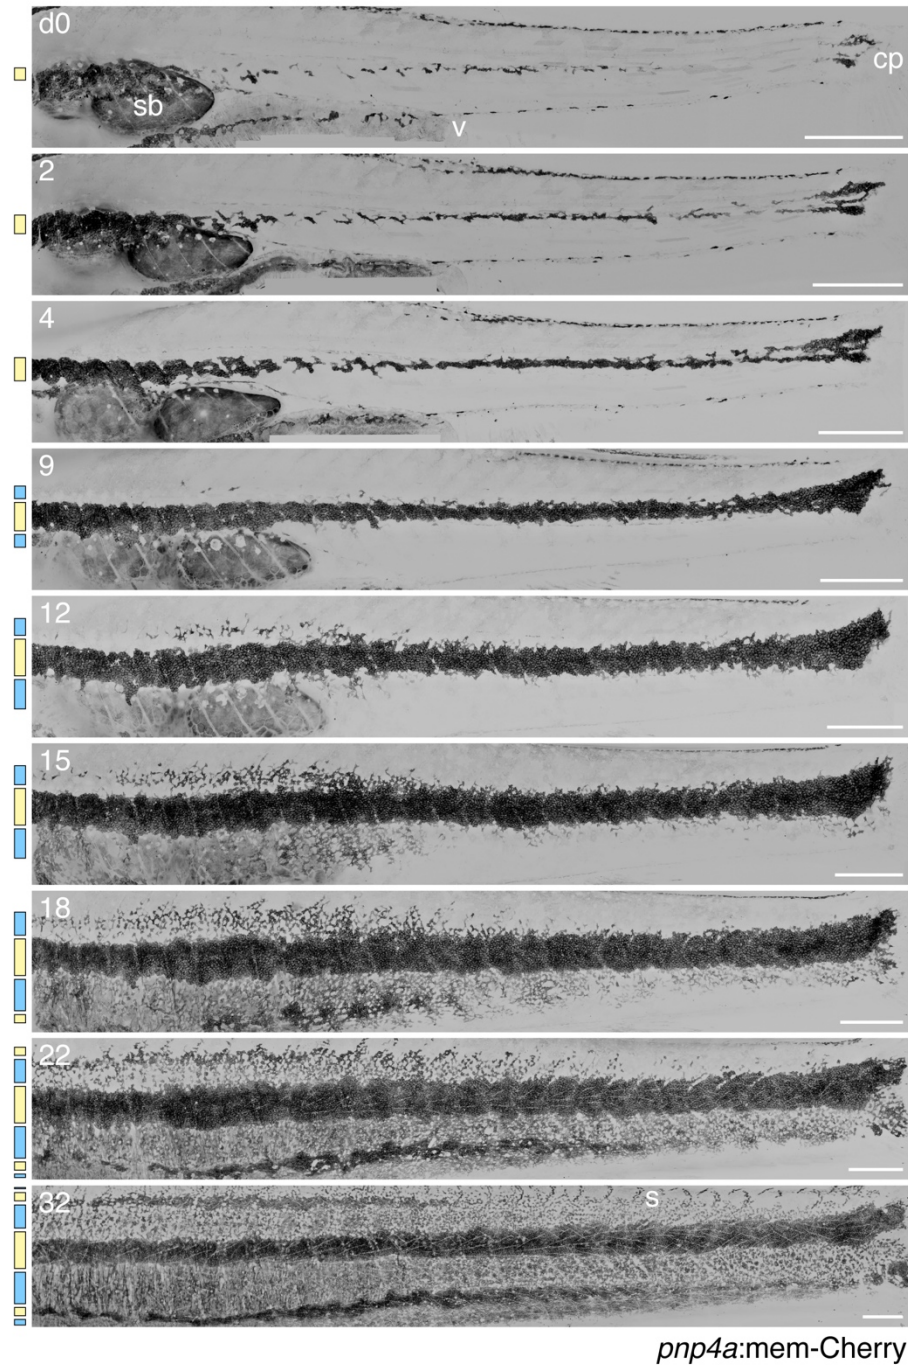

Supplementary Figure 4. Iridophore pattern development across anteroposterior axial levels. Shown is a representative individual (of 10 total individuals) imaged daily for 28 d (6.0–11.0 SSL) with images rescaled to control for growth. Bars at left represent progressive appearance of *pnp4:mem-mCherry*⁺ cells contributing to interstripes (yellow) and stripes (blue). sb, posterior lobe of swimbladder; v, vent; cp, caudal peduncle; s, scales (d28). Images are rescaled for growth. Scale bars, 500 μ m.

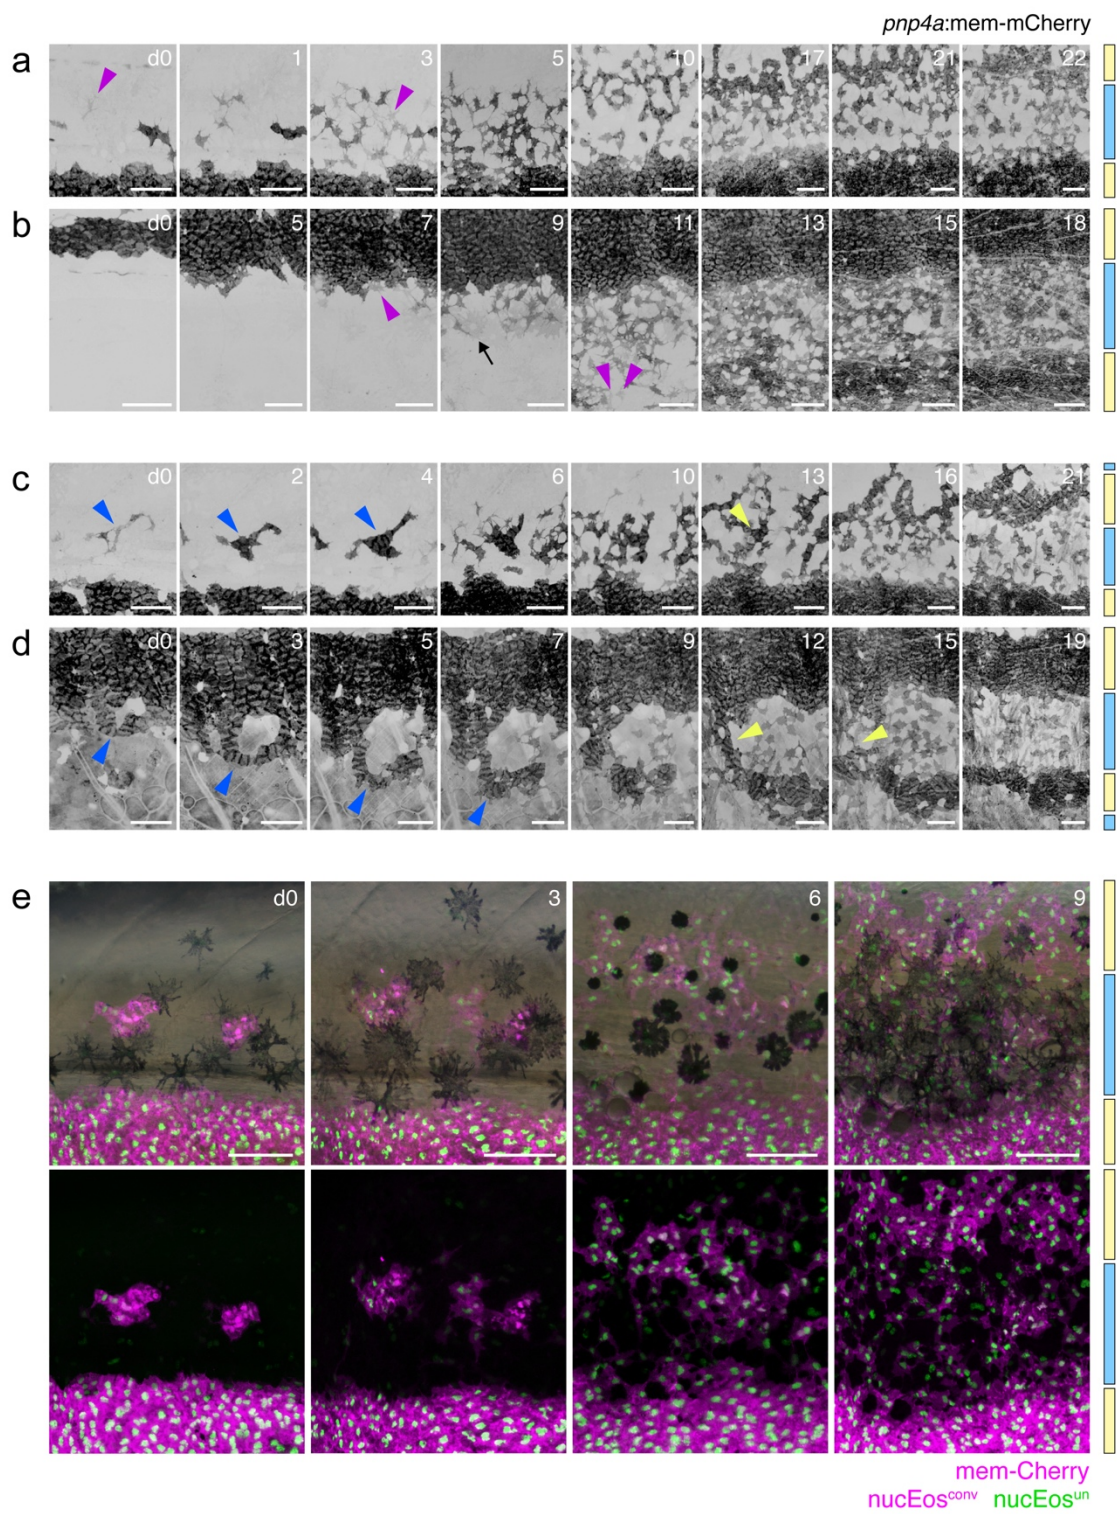

Supplementary Figure 5. Repeated imaging of iridophore pattern formation and nucEos fate mapping of iridophore clusters within the dorsal stripe. (a–d) Details from stitched images that covered the anterior–posterior and dorsal–ventral boundaries of pattern formation on the body, examples of which are provided in Supplementary Movies S6 and S7. Bars at right indicate prospective interstripe (yellow) and stripe (blue) regions. **(a,b)** Appearance of *pnp4a*⁺ cells (purple arrowheads) within the dorsal stripe (a) and ventral stripe (b), and emergence of the secondary interstripes. Black arrow indicates cell with typical xanthophore morphology, weakly expressing *pnp4a:mem-Cherry*. Images are representative of most or all regions in 10 fish examined. **(c,d)** Examples of patterning observed in a minority of wild-type fish (2 of 10 examined). In (c), several iridophores arise in an initially dense arrangement (blue arrowheads) within the prospective dorsal stripe and subsequently assumes a more dispersed arrangement (yellow arrowhead) within the stripe. In (d), a ventrally extending group of densely packed iridophores (blue arrowheads) ultimately becomes separated from the primary interstripe (yellow arrowheads) and contributes to the second ventral interstripe. **(e)** Photoconversion of *pnp4a:nucEos* expressed by iridophores in small clusters within the developing dorsal stripe revealed cells retaining photoconverted fluorophore (white nuclei) within the dorsal interstripe (left cluster) and within the dorsal stripe (right cluster). Some additional cells within the marked regions began expressing *pnp4a:nucEos* only after photoconversion (green nuclei). Images shown are representative of photoconversion results observed for small clusters of converted cells in 3 different larvae. Fish across all panels range from stages 7.0–10.5 SSL with images rescaled to control for growth. Scale bars, 100 μ m.

a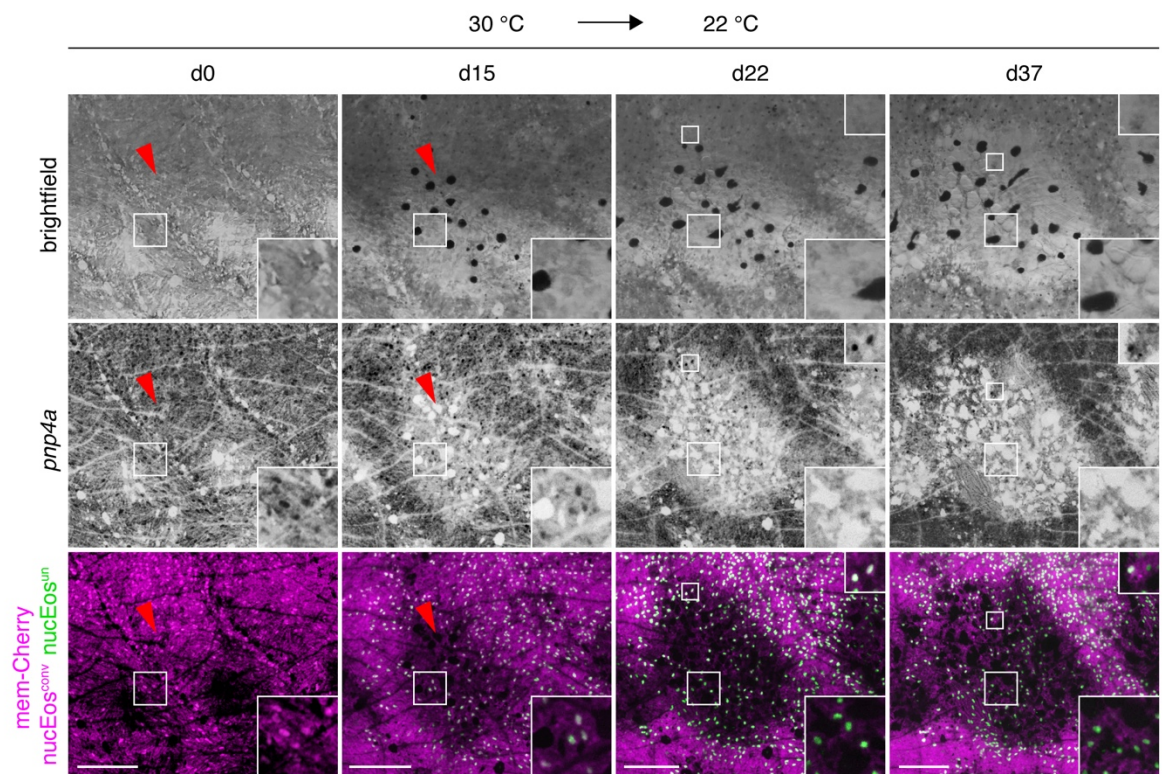**b**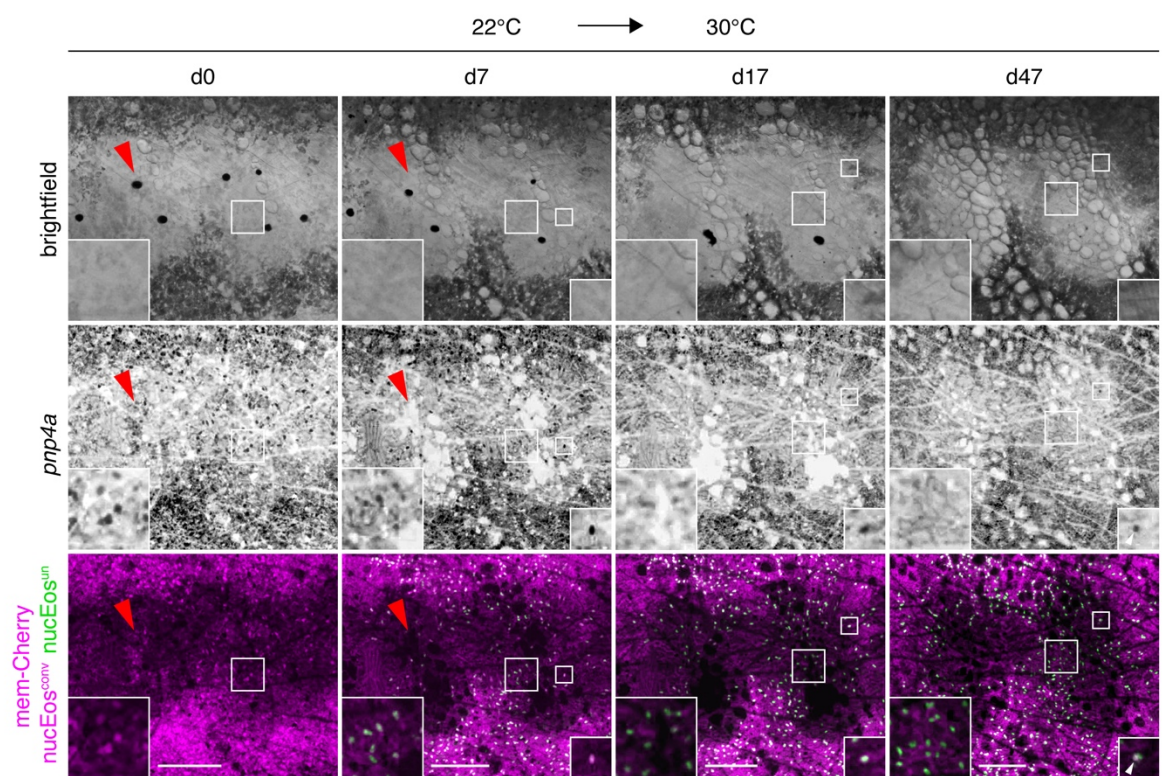

Supplementary Figure 6. Differentiation of new iridophores during pattern remodeling.

Shown are details of repeatedly imaged, representative adult fish homozygous for the temperature sensitive allele *mitfa*^{vc7}. Fish were stably transgenic to express *pnp4a:mem-Cherry* in all iridophores, marking cell outlines, and were transiently transgenic for *pnp4a:nucEos*, thereby expressing photoconvertible fluorophore mosaically among iridophores. *nucEos* was photoconverted and fish were then shifted between temperatures to promote melanophore development or death. **(a)** Shift from restrictive temperature (30°C) to permissive temperatures (22 °C) allowed melanophore differentiation by ~d2, continuing through ~d22 (upper panels, brightfield). The appearance of melanophores was followed by a gradual remodeling of iridophore pattern from a relatively dense to a looser arrangement (middle panels, *pnp4a*). Photoconverted nuclei (magenta; e.g., lower panel, inset on d0) gradually acquired unconverted *nucEos* (white; inset on d15), but many were subsequently lost, accompanied by the appearance of spaces devoid of iridophores (arrowheads). Later, cells expressing only unconverted *nucEos* increased in abundance (green; e.g., large insets on d22, d47) though other cells retaining photoconverted *nucEos* remained evident at margins of remodeled regions (small insets on d22, d37). Images shown are representative of observations for total of 6 individual fish examined. **(b)** Reciprocal temperature shift caused the death of melanophores and iridophore pattern remodeling from a loose to denser arrangement. Remodeling proceeded through a period in which regions became devoid of iridophores with photoconverted *nucEos* (arrowheads). Although some iridophores with photoconverted *nucEos* persisted through d47 (white; small insets d7–47, and some cells in large inset on d7), iridophores populating regions without melanophores were increasingly likely to exhibit only unconverted *nucEos* (green; large insets d17, d47), suggesting they were newly differentiating. Images are representative of observations for a total of 4 individual fish examined. Scale bars, 200 µm.

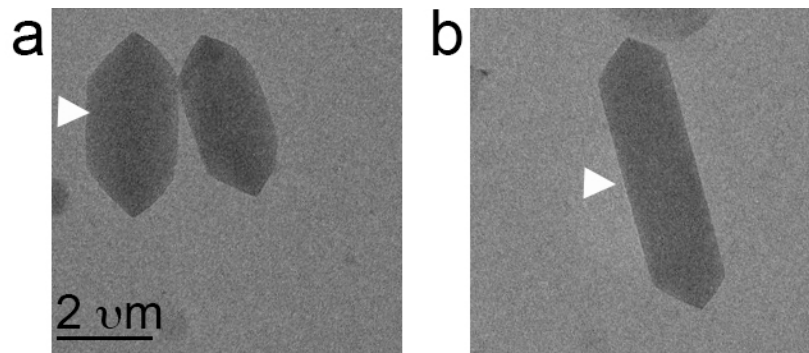

Supplementary Figure 7. TEM micrographs of crystals isolated from stripe iridophores (a) and interstripe iridophores (b), that were used to collect the electron diffraction from figure 3d (left panel) and 3d right panel, respectively. n= 60 crystals for stripe and 57 for interstripe taken from 4 different adult fish.

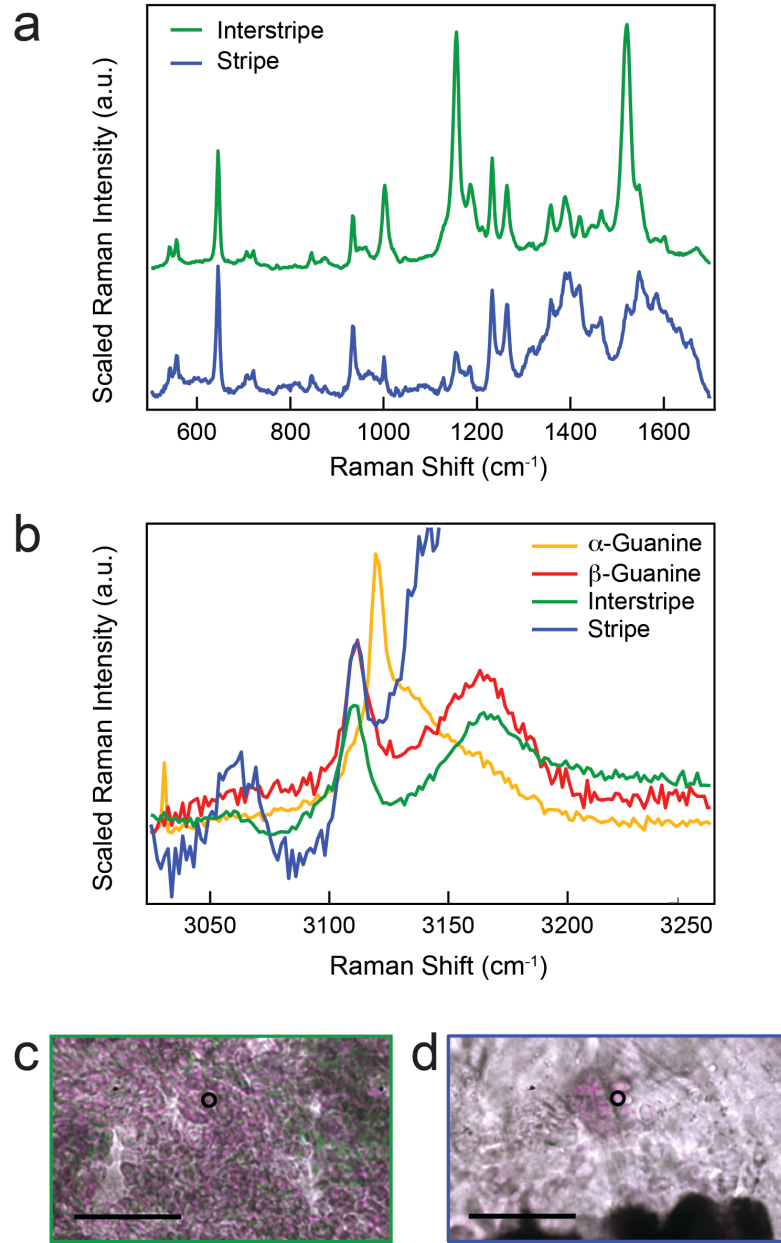

Supplementary Figure 8. Raman micro-spectroscopy of zebrafish stripe and interstripe iridophores. **(a)** Representative Raman spectra taken from interstripe (green; $n=9$ cells) and stripe (blue; $n=14$) cells in zebrafish tissue taken from 3 different fish. **(b)** High energy peak pattern indicates β -guanine is present in both interstripe and stripe cells. **(c and d)** Brightfield field images of the interstripe (c) and the stripe (d), $n = 9$ interstripe area (for c) and 14 stripe area (for d) taken from 3 different adult fish. Black circles indicate collection location of Raman spectra in (a). The magenta coloring is due to light diffraction by the crystals and the green coloring is due to absorption from overlying xanthophores. Scale bar, 10 μm .

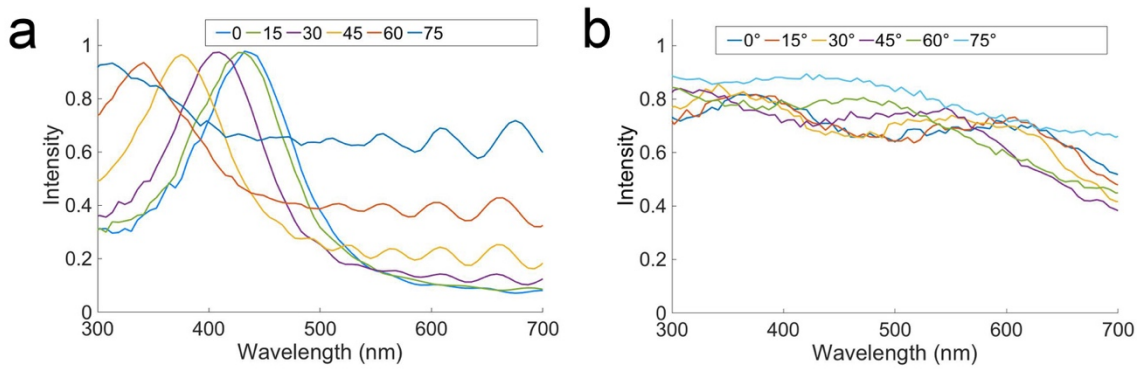

Supplementary Figure 9. Simulations of the expected reflection from iridophores at different angles of incident light. (a,b) Monte Carlo based simulations of the reflection expected from ordered (a) and disordered iridophores (b) at different angles of incident light (0-75°). While there was very little effect over the reflection of the disordered iridophores (b), a clear angular dependence was observed for the ordered iridophores (a) showing a blue shift in the reflected light with increasing angle of incident light.

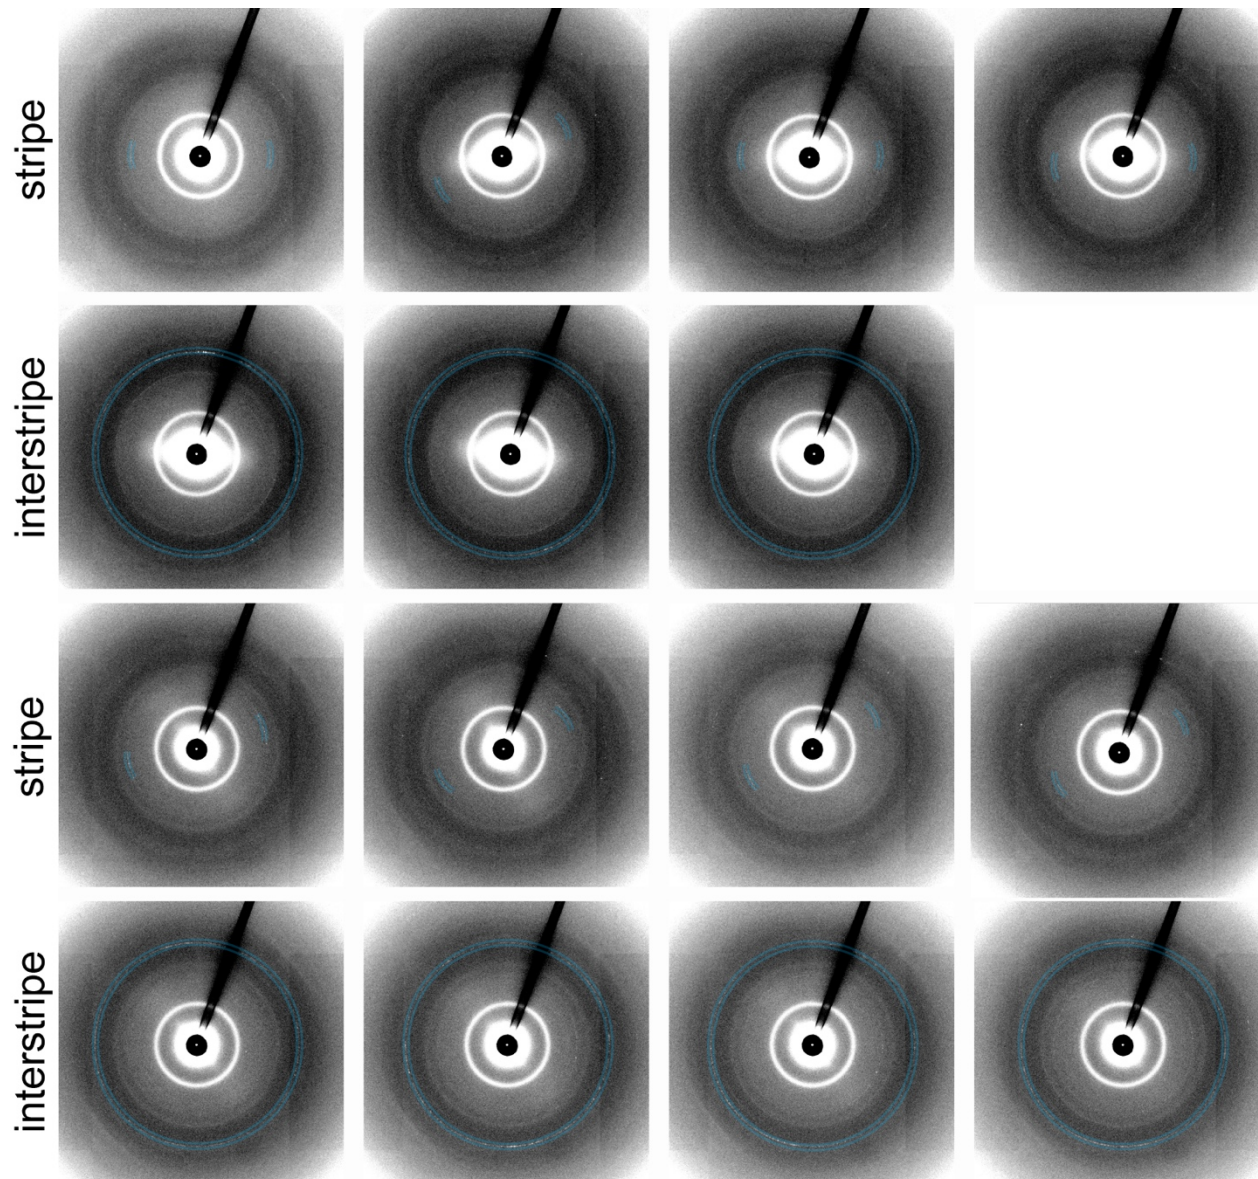

Supplementary Figure 10. Micro X-ray diffractions collected along a line scan of an adult wild-type flank. In this data set of X-ray diffraction taken across the flank of an adult zebrafish low angular distribution diffractions are found in the diffraction patterns collected along the different stripes regions (stripe), and high angular distribution diffractions are found in the diffraction patterns collected along the different interstripes regions (interstripe).

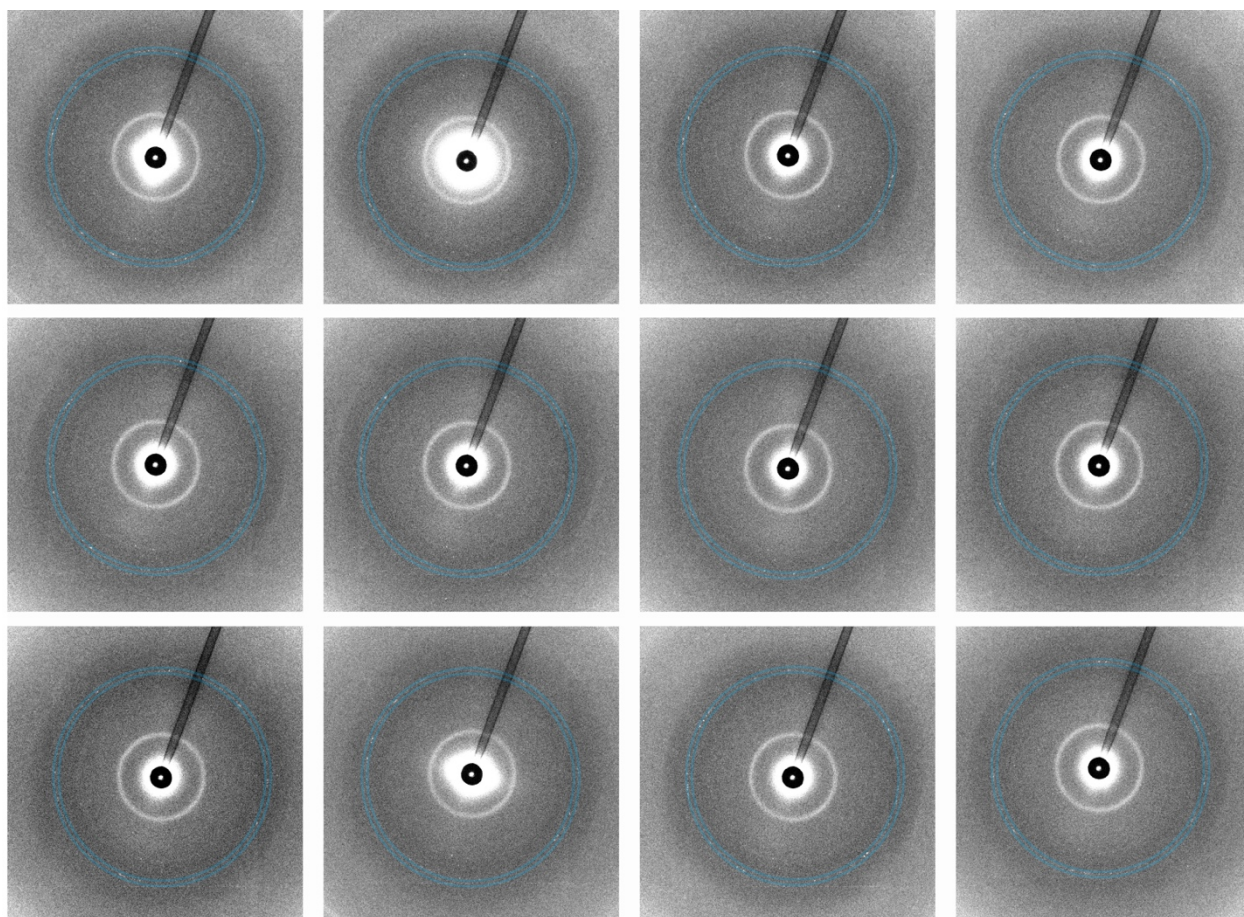

Supplementary Figure 11. Micro X-ray diffractions collected along a line scan of an adult *mitfa*^{w2} mutant flank. In this data set of X-ray diffractions collected along 6 mm line scan across the fish flank, mostly high angular distribution diffractions were found in areas corresponding to both stripe and interstripe in wild-type fish.

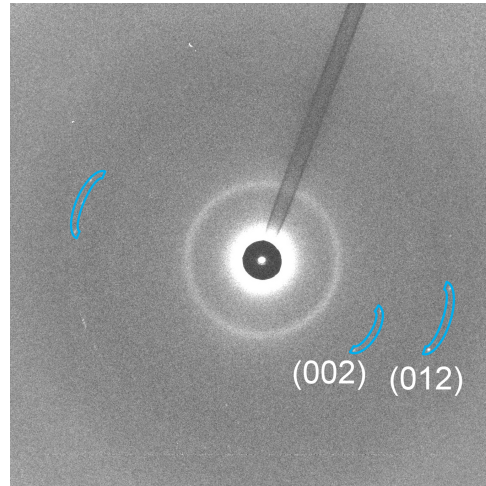

Supplementary Figure 12. Micro X-ray diffraction of an ordered iridophore from the posterior flank of a *mitfa*^{w2} fish. In this X-ray diffraction, low angular distribution diffractions of both the (012) and the (002) planes, typical of the ordered iridophores were observed.

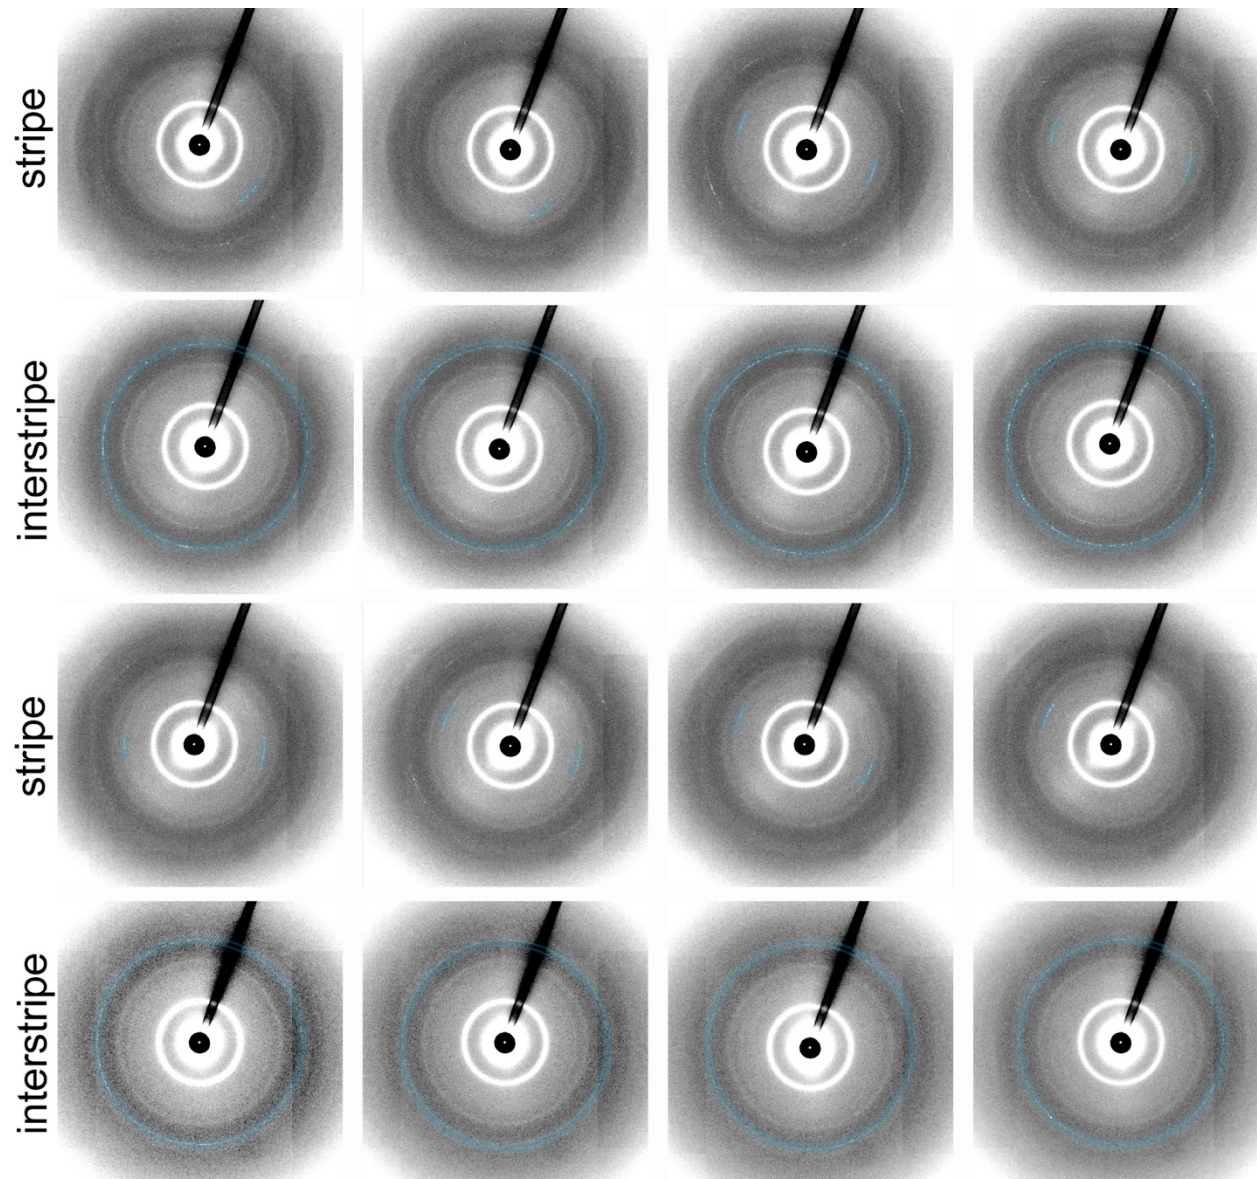

Supplementary Figure 13. Micro X-ray diffractions collected along a line scan of an adult *albino* flank. The overall diffraction pattern resembles that of wild type fish, with highly ordered diffraction patterns of the (002) and (012) diffraction planes throughout the stripe region, and high angular distribution of only the (012) diffraction plane throughout the interstripe region.

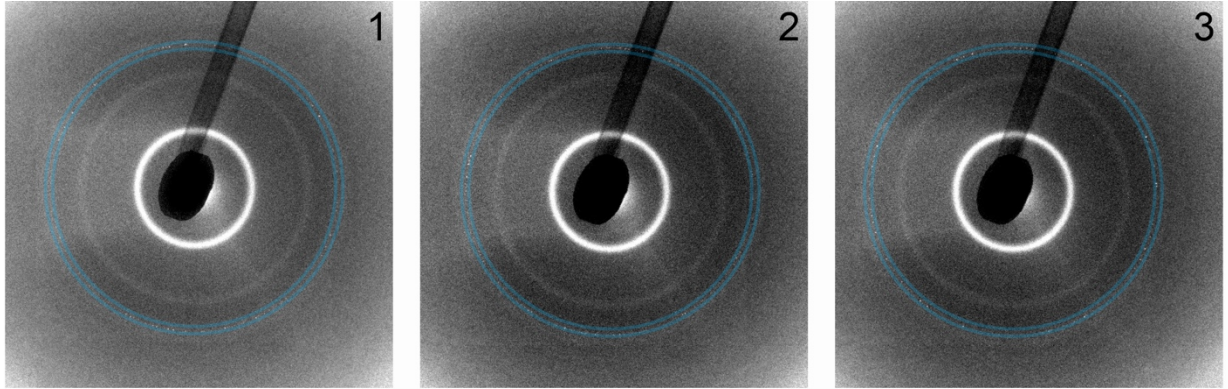

Supplementary Figure 14. Micro X-ray diffraction of a 6.0 SSL larva. X-ray diffraction patterns from a vertical line measured across the trunk of the fish, only high angular distributions of the (012) plane were observed.

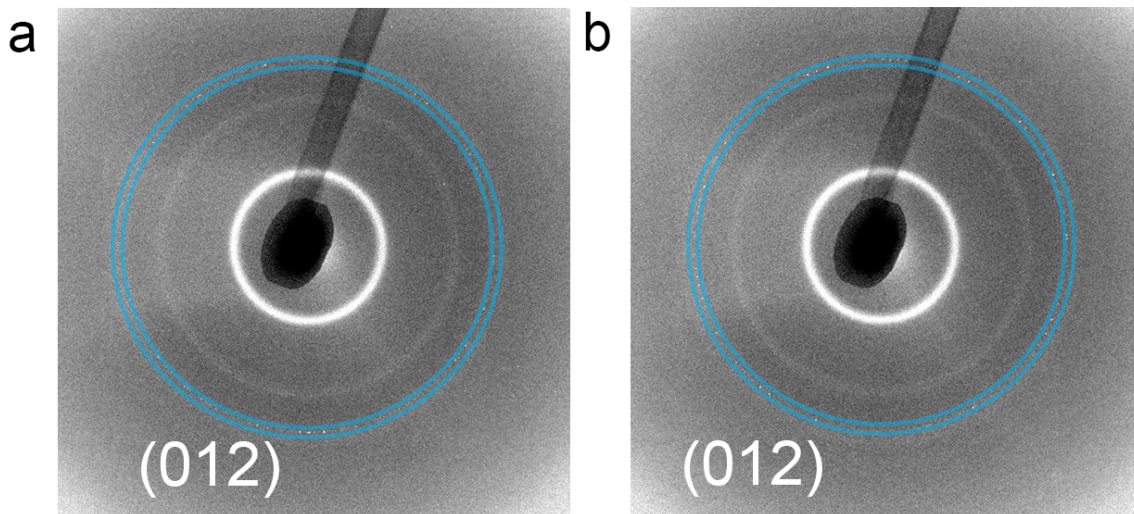

Supplementary Figure 15. Micro X-ray diffraction of a 6.5 SSL larva. (a,b) X-ray diffraction patterns from a vertical line measured across the trunk of the fish, only high angular distributions of the (012) plane were observed.

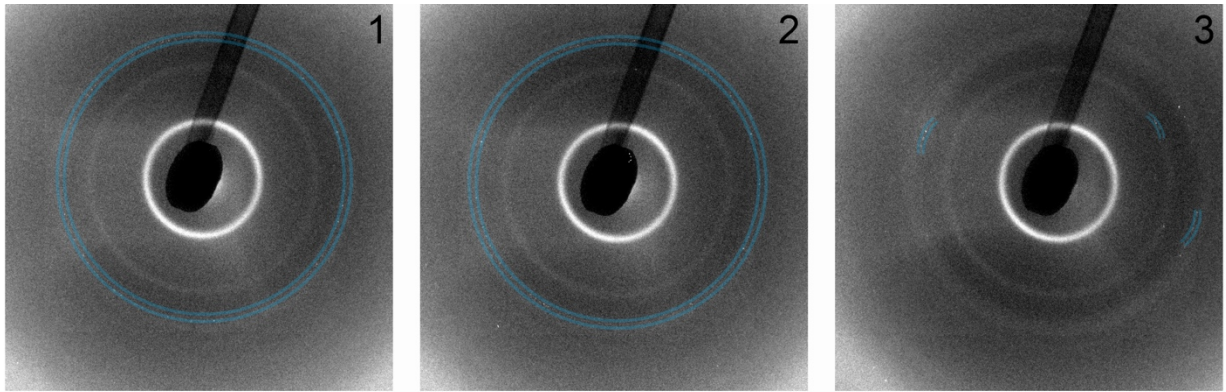

Supplementary Figure 16. Micro X-ray diffraction of a 6.9 SSL larva. Panels 1 and 2 show X-ray diffraction patterns from areas in the 1° interstripe and panel 3 from area adjacent to the 1° interstripe. A low angular distribution diffraction of the (002) plane (3) is visible adjacent to the first interstripe region (1 and 2).

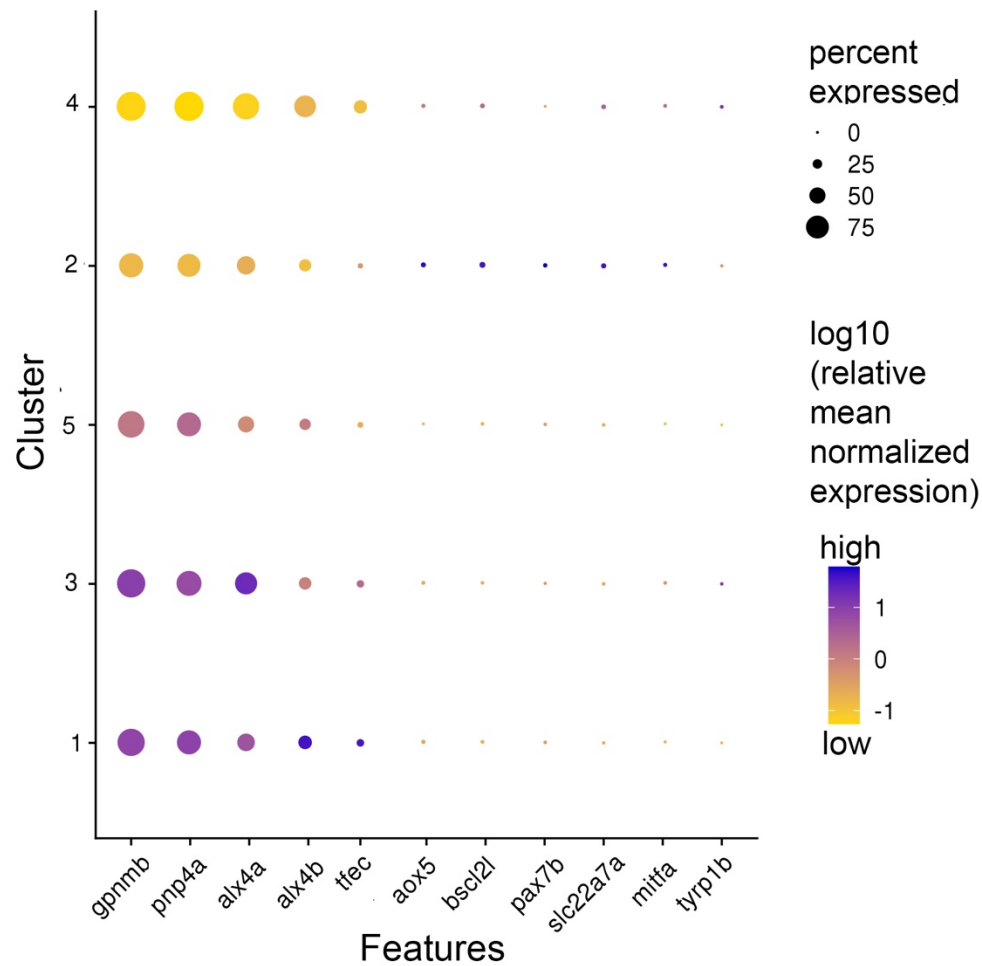

Supplementary Figure 17. Single-cell transcriptomic identification of cell types. Known cell-type marker genes for iridophores (*gpnmb*, *pnp4a*, *alx4a*, *alx4b*, *tfec*), xanthophores (*aox5*, *bsc12l*, *pax7b*, *slc22a7a*) and melanophores (*mitfa*, *tyrp1b*). Cells of clusters 1, 3 and 5 express high levels of known markers for iridophores, whereas cells of clusters 3 and 4 express low levels of these markers.

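Transcripts of the xanthophore and melanophore markers of this figure were found in few cells of any cluster. bscl2l (ENSDARG00000025912) was found in 11.4% of c2 cells (7.08 to 17.0%), 7.32% of c4 cells (2.73 to 15.2%) and 2.46 to 3.61% of the cells of c1, c3 and c5. aox5 and slc22a7a were found in 7.95% and 8.52% of c2 cells, and pax7b in 5.68%. The 4 xanthophore markers had their highest means in c2, between 0.16 and 0.28. mitfa, a transcription factor gene of melanophores, was found in 4.55% of c2 cells (1.98 to 8.76%) and in 0 of 72 cells of c5, and tyrp1b, a gene of melanin synthesis, in at most 3.66% of the cells of a cluster. Of 12 measured xanthophore genes, 5 were found in at least 10% of the cells of c2 or of c1, c3 and c5 pooled. Their median difference was 0.25, c2 minus the pooled clusters, at percentile 99.99 of random lists drawn within bins, whose median was -0.095. Some members, such as gch2 and bscl2l, passed this filter through c2 alone, which favours genes higher in c2. The other measured members did not enter the median. Among lists of genes nearest in pooled level, whose median was itself 0.12, the xanthophore median lay at percentile 99.43. The size of the difference is thus partly set by the filter. Between c5 and c3, 1 of the 12, pax7a, was higher in c3. Of 11 melanophore genes, 1, the ion channel gene trpm1b, was higher in c5, and it was found in 60.7 to 93.9% of the cells of each cluster. The median share of cells in c2 was 2.27% over 13 keratinocyte genes, 5.97% over 14 dermal fibroblast genes, 3.41% over 10 immune genes, 3.41% over 8 endothelial genes, 2.28% over 2 erythrocyte genes, 1.14% over 11 muscle genes and 1.70% over 21 proliferation genes. In c4 these medians were 4.88%, 7.32%, 4.27%, 4.27%, 3.05%, 2.44% and 3.66%. Of the keratinocyte genes, krt8 and anxa1a were found in 66.5 to 98.8% of the cells of every cluster. The highest share of a member in c2 and c4 was 48.3% and 75.61% for dermal fibroblast, 54.55% and 87.8% for proliferation and 7.95% and 18.29% for immune genes. For endothelial, erythrocyte and muscle genes it was at most 4.55% in c2 and 7.32% in c4.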

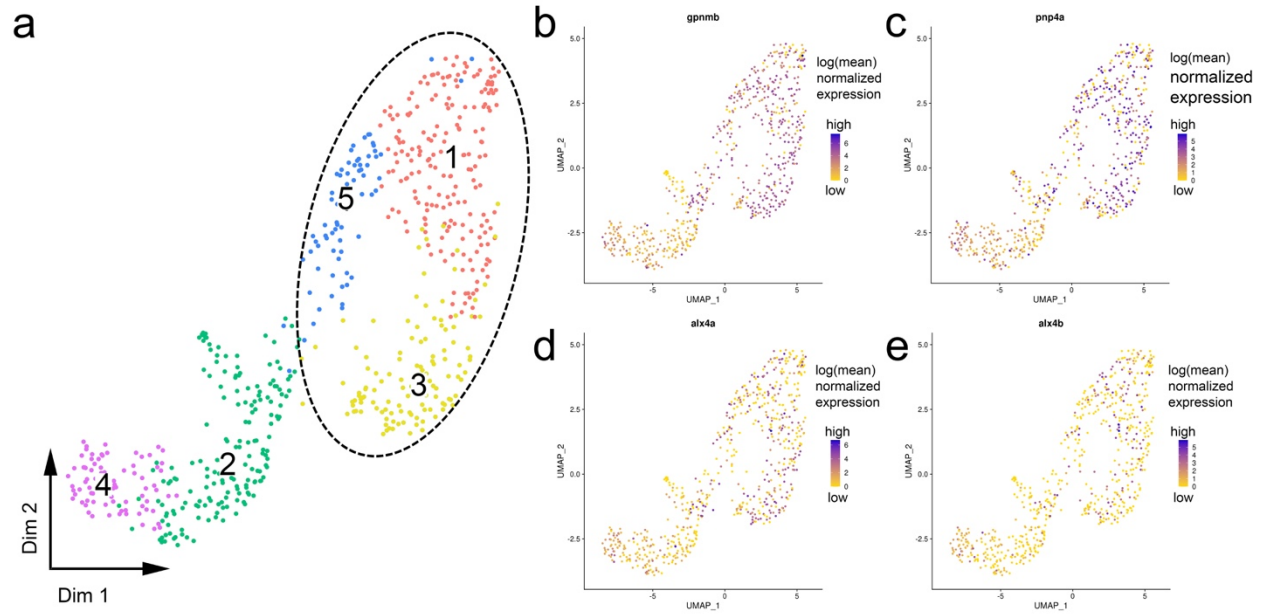

Supplementary Figure 18. Iridophores cluster specific markers. (a) Two-dimensional UMAP representation of the collected skin cell clusters (dashed ellipse marks iridophores). (b-d) UMAP plots of pigment cells colored by expression of iridophore cluster-enriched genes (b) *gpnmb* (c) *pnp4a* (d) *alx4a* (e) *alx4b*.

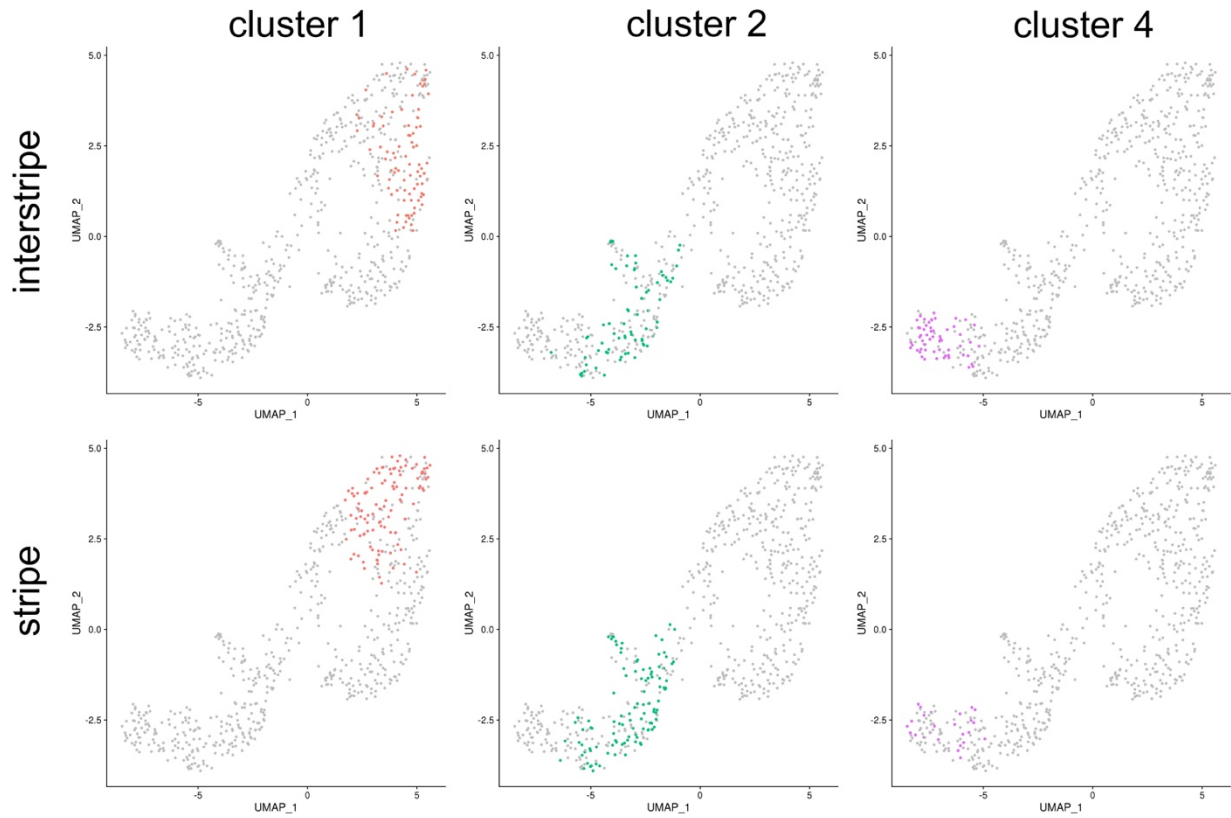

Supplementary Figure 19. Two-dimensional UMAP representation of the different clusters, where the anatomical origin (stripe or interstripe) of the different cells is marked in pseudo color (cluster 1 – red, cluster 2 – green, cluster 3 – purple). The cells of all three clusters shown, were shared between the stripe and the interstripe, with the following distribution: Cluster 1, 44% interstripe, 56% stripe. Cluster 2, 40% interstripe, 60% stripe. Cluster 4, 68% interstipe, 32% stripe.

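By the paper's shares and the numbers of cells in the deposited table, 105 or 106 of the 176 cells of c2 came from stripe skin (95% interval of the share 52.0 to 67.5%). In c4, 56 of the 82 cells came from interstripe skin (57.1 to 78.1%). Over all clusters this gives 319 to 322 stripe cells and 324 to 327 interstripe cells.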

a

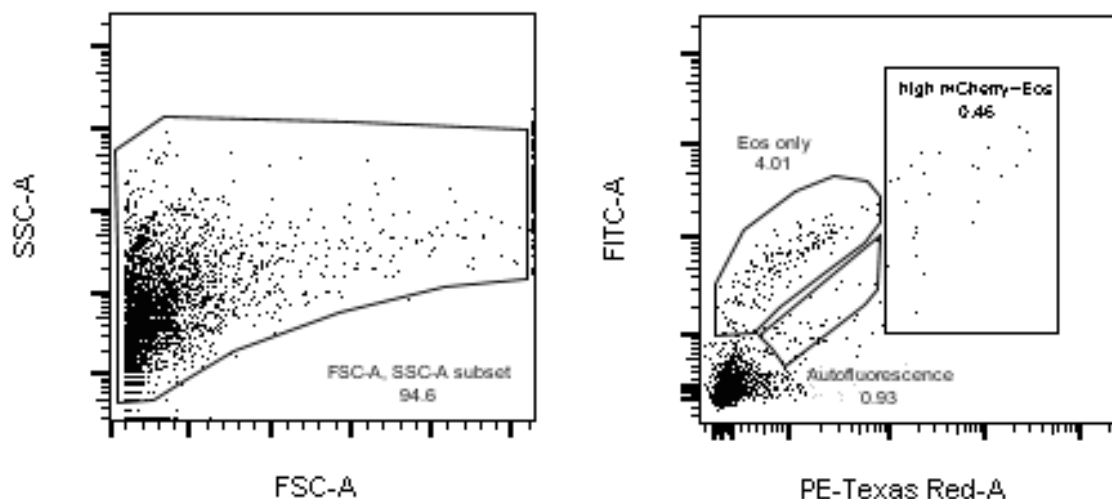

b

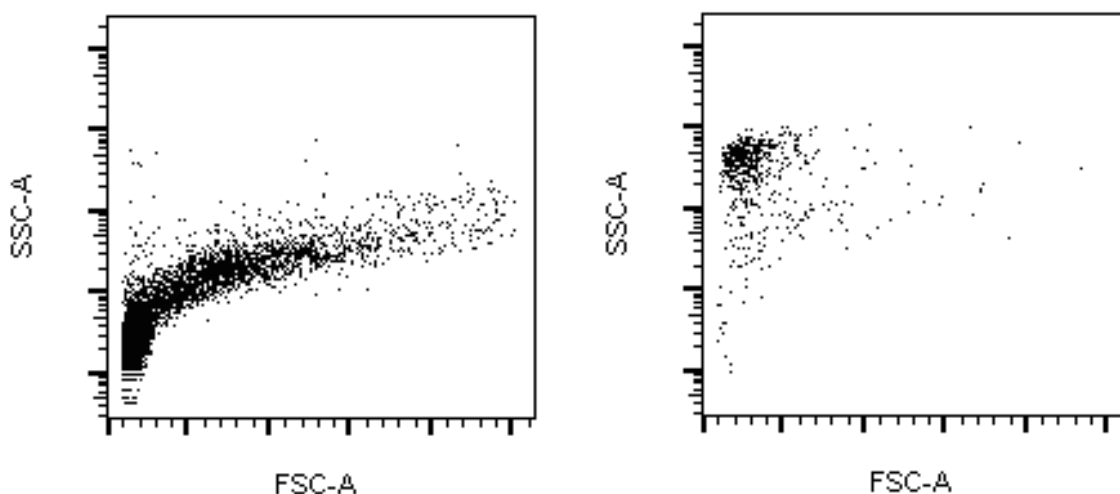

Supplementary Figure 20. The population of zebrafish skin iridophores was designated based on their FSC and SSC characteristics and back-gating on fluorescence. **(a)** The variation in the zebrafish skin cell size and internal complexity varied greatly such that only the extremely large FSC events were excluded with the initial scatter gate, 40k events. Control zebrafish skin samples were used to gate out the highly auto fluorescent cells among the members of this population. **(b)** Back-gating from the Eos (left) and mCherry (right) labeled cells were used to confirm the initial scatter gate, 450k events. Fluorescently labeled from either the stripe or interstripe skin samples were sorted separately. Single cells with high mCherry and Eos expression were collected. Five indexed 96 well plates were collected for each skin band.

Supplementary Table 1. Top 40 gene ontology biological process terms for the differentially expressed genes between clusters c2 and c4, determined using FishEnrichr^{1, 2}, where the p-value (p) is computed using the Fisher exact test and the Z-score (z) is computed by assessing the deviation from the expected rank. The combined score (c) is calculated as follows, $c = \log(p) \cdot z$

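FishEnrichr compares a list of genes with the genes annotated to each ontology term, and its adjusted p corrects for the number of terms tested. Of the 40 biological process terms in the paper's table, 11 have an adjusted p under 0.05 there. The paper's adjusted p is 0.0147 for the response to purine-containing compound and 0.0369 for the response to cAMP. The lowest, 0.00428, belongs to a term on the regulation of nucleobase-containing compound metabolism.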

Index	Name	P-value	Adj P-value	Z-score	Combined Score
1	regulation of nucleobase-containing compound metabolic process	5.94E-06	4.28E-03	-2.73	32.84
2	response to purine-containing compound	1.02E-04	1.47E-02	-3.34	30.72
3	3'-UTR-mediated mRNA destabilization	3.39E-04	3.05E-02	-3.83	30.57
4	response to organophosphorus	1.02E-04	1.47E-02	-3.32	30.54
5	midbrain-hindbrain boundary morphogenesis	3.39E-04	3.05E-02	-3.68	29.42
6	mRNA destabilization	3.92E-05	1.41E-02	-2.87	29.15
7	cardiac cell development	7.83E-04	4.70E-02	-3.21	22.98
8	3'-UTR-mediated mRNA stabilization	5.58E-03	1.75E-01	-4.41	22.88
9	response to cAMP	4.61E-04	3.69E-02	-2.87	22.06
10	positive regulation of developmental process	1.77E-04	2.12E-02	-2.45	21.20
11	RNA destabilization	3.04E-03	1.22E-01	-3.65	21.15
12	mRNA stabilization	9.85E-04	5.46E-02	-2.69	18.62
13	regulation of RNA metabolic process	6.62E-05	1.47E-02	-1.75	16.84
14	positive regulation of cellular amide metabolic process	7.10E-03	1.97E-01	-3.38	16.73
15	positive regulation of mRNA processing	1.06E-02	2.14E-01	-3.65	16.58
16	retinoic acid metabolic process	8.42E-02	4.27E-01	-6.67	16.50
17	positive regulation of mRNA splicing, via spliceosome	1.06E-02	2.14E-01	-3.62	16.44
18	positive regulation of RNA splicing	1.26E-02	2.14E-01	-3.67	16.05
19	response to cytokine	1.48E-03	7.63E-02	-2.45	15.97
20	positive regulation of cellular protein metabolic process	8.79E-03	2.14E-01	-3.37	15.95
21	positive regulation of cell differentiation	7.83E-04	4.70E-02	-2.18	15.56
22	cellular response to hormone stimulus	2.20E-03	1.05E-01	-2.47	15.14
23	positive regulation of cell development	2.89E-03	1.22E-01	-2.54	14.83
24	vacuolar acidification	8.79E-03	2.14E-01	-3.05	14.43
25	sequestering of actin monomers	7.10E-03	1.97E-01	-2.80	13.85
26	wound healing	2.49E-03	1.12E-01	-2.30	13.78
27	intracellular pH reduction	1.26E-02	2.14E-01	-3.15	13.78
28	negative regulation of Ras protein signal transduction	7.10E-03	1.97E-01	-2.76	13.64
29	adenylate cyclase-inhibiting adrenergic receptor signaling pathway	8.42E-02	4.27E-01	-5.48	13.55
30	melanosome organization	1.71E-02	2.42E-01	-3.28	13.34
31	cardiac muscle cell differentiation	3.83E-03	1.31E-01	-2.37	13.21
32	negative regulation of neuron death	3.83E-03	1.31E-01	-2.27	12.64
33	negative regulation of hemopoiesis	8.42E-02	4.27E-01	-5.09	12.59
34	regulation of wound healing	8.42E-02	4.27E-01	-5.08	12.57
35	negative regulation of insulin receptor signaling pathway	1.26E-02	2.14E-01	-2.82	12.30
36	positive regulation of transporter activity	8.42E-02	4.27E-01	-4.91	12.15
37	regulation of protein polymerization	1.71E-02	2.42E-01	-2.91	11.84
38	regulation of myotube differentiation	9.75E-02	4.27E-01	-5.05	11.75
39	negative regulation of actin filament polymerization	1.71E-02	2.42E-01	-2.87	11.67
40	negative regulation of cellular response to insulin stimulus	1.26E-02	2.14E-01	-2.61	11.41

Supplementary Table 2. Top 40 gene ontology cellular component terms for the differentially expressed genes between clusters c2 and c4, determined using FishEnrichr^{1, 2}, where the p-value (p) is computed using the Fisher exact test and the Z-score (z) is computed by assessing the deviation from the expected rank. The combined score (c) is calculated as follows, $c = \log(p) \cdot z$.

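Of the 40 cellular component terms in the paper's table, 8 have an unadjusted p under 0.05 and 0 have an adjusted p under 0.05. The lowest adjusted p in the paper's table is 0.151, for focal adhesion. A cellular component term names a place in the cell, such as a filament or a complex, and not a process.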

Index	Name	P-value	Adj P-value	Z-score	Combined Score
1	proton-transporting V-type ATPase complex	8.79E-03	2.75E-01	-3.10	14.67
2	focal adhesion	1.61E-03	1.51E-01	-2.11	13.57
3	vacuolar proton-transporting V-type ATPase complex	1.48E-02	3.48E-01	-3.14	13.24
4	Rad51B-Rad51C-Rad51D-XRCC2 complex	9.75E-02	4.59E-01	-5.05	11.76
5	lipid droplet	3.07E-02	4.17E-01	-3.02	10.52
6	mitotic spindle pole	1.11E-01	4.59E-01	-4.36	9.60
7	mitochondrial proton-transporting ATP synthase complex, coupling factor F(o)	9.75E-02	4.59E-01	-3.62	8.43
8	cytosolic proteasome complex	1.24E-01	4.59E-01	-3.71	7.76
9	U2 snRNP	3.07E-02	4.17E-01	-2.19	7.62
10	contractile actin filament bundle	1.11E-01	4.59E-01	-3.02	6.64
11	mitochondrial proton-transporting ATP synthase complex	1.11E-01	4.59E-01	-2.89	6.36
12	COPII vesicle coat	1.36E-01	4.59E-01	-3.18	6.34
13	actomyosin	1.24E-01	4.59E-01	-2.95	6.16
14	exocytic vesicle	1.11E-01	4.59E-01	-2.65	5.83
15	secretory vesicle	1.11E-01	4.59E-01	-2.62	5.77
16	cytosolic ribosome	4.54E-02	4.59E-01	-1.83	5.67
17	cytosol	6.55E-03	2.75E-01	-1.12	5.64
18	caveola	1.74E-01	4.59E-01	-3.00	5.26
19	cytosolic small ribosomal subunit	1.01E-01	4.59E-01	-1.82	4.18
20	stress fiber	1.11E-01	4.59E-01	-1.88	4.15
21	pigment granule	1.74E-01	4.59E-01	-2.34	4.10
22	intermediate filament cytoskeleton	1.86E-01	4.59E-01	-2.38	4.01
23	chromatin	3.11E-02	4.17E-01	-1.10	3.81
24	replication fork	2.21E-01	4.59E-01	-2.46	3.72
25	mitochondrial respiratory chain complex IV	2.09E-01	4.59E-01	-2.28	3.57
26	U1 snRNP	2.43E-01	4.59E-01	-2.46	3.47
27	cytosolic part	8.10E-02	4.59E-01	-1.36	3.43
28	prespliceosome	2.09E-01	4.59E-01	-2.13	3.33
29	spliceosomal snRNP complex	1.34E-01	4.59E-01	-1.57	3.15
30	transcription factor TFIID complex	2.65E-01	4.70E-01	-2.31	3.07
31	melanosome	1.74E-01	4.59E-01	-1.75	3.06
32	bicellular tight junction	2.32E-01	4.59E-01	-2.05	3.00
33	nuclear chromatin	6.00E-02	4.59E-01	-1.06	2.99
34	small ribosomal subunit	1.24E-01	4.59E-01	-1.39	2.90
35	intermediate filament	2.21E-01	4.59E-01	-1.92	2.90
36	U2-type prespliceosome	2.09E-01	4.59E-01	-1.83	2.87
37	perinuclear region of cytoplasm	1.49E-01	4.59E-01	-1.50	2.85
38	nucleus	6.77E-02	4.59E-01	-1.00	2.69
39	intercalated disc	1.86E-01	4.59E-01	-1.58	2.66
40	autophagosome membrane	2.43E-01	4.59E-01	-1.83	2.59

References

1. Chen EY, *et al.* Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. *BMC Bioinformatics* **14**, 128 (2013).
2. Kuleshov MV, *et al.* Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. *Nucleic Acids Res* **44**, W90-97 (2016).

# Supplementary material for: In situ differentiation of iridophore crystallotypes underlies zebrafish stripe patterning
**Source:** Nat Commun. 2020 Dec 15;11:6391. doi: 10.1038/s41467-020-20088-1
**Supplement:** Supplementary file 12 — Description of Additional Supplementary Files

Description of additional supplementary information

Title: Supplementary Movie S1.

Description: Proliferation of densely arranged pnp4+ cells. Region shown corresponds to that described in Figure 2A with arrowheads illustrating cell division both at the edge of the interstripe and within it. Regions shown in Supplementary Movies S1–S5 are selected from larger fields of view to highlight specific behaviors.

Title: Supplementary Movie S2.

Description: Proliferation and differentiation of pnp4+ cells adjacent to interstripe. Region shown corresponds to that of Figure 2B, with orange arrowheads indicating proliferative cell and daughters.

Title: Supplementary Movie S3.

Description: Proliferation and differentiation of loosely arranged pnp4+ cells within the prospective stripe. Region shown includes that in Figure 2C. Orange arrowheads indicate proliferative cell and daughters, purple arrowhead indicates cell newly expressing pnp4a:mem-Cherry.

Title: Supplementary Movie S4.

Description: Proliferation and differentiation of loosely arranged pnp4+ cells within the prospective stripe. Region shown corresponds to that of Figure 2D. Arrowheads indicate proliferating cells and daughters except for purple arrowhead that marks a ventral cell newly acquiring pnp4a:mem-Cherry expression.

Title: Supplementary Movie S5.

Description: Proliferation and migration of pnp4+ cells within stripe. Region corresponds to Figure 2E, with arrowheads identifying a cell that divides into daughter cells that become widely separated after one migrates ventrally.

Title: Supplementary Movie S6.

Description: Iridophore patterning from anterior to posterior. Movie shows a typical individual, imaged daily from stages of primary interstripe development through stripe formation and interstripe reiteration. Individual corresponds to that shown in Extended Data Figure 4a,b. Images are rescaled and aligned to control for growth.

Title: Supplementary Movie S7.

Description: Iridophore patterning from anterior to posterior. Movie shows an individual that represents a minority of instances, with transiently dense clusters of iridophores in the prospective dorsal stripe, as well as a patche of densely arranged iridophores that splits ventrally between primary and second interstripe. Movie corresponds to individual shown in Extended Data Figure 4c,d. Images are rescaled and aligned to control for growth.

Title: Supplementary Movie S8.

Description: The response of the stripes pattern to NE. Movie shows the stripe pattern response of an adult zebrafish to NE. Minutes after administrating NE the contrast between the dark blue stripe and the yellow interstripe is drastically diminished as the pigment granules within the melanophores and xanthophores are aggregated in the cells center and the stripe iridophores changed their color from blue to yellow.

Title: Supplementary Table 1.

Description: The metadata of sc-RNAseq clustering used to make figure 5b. 

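The deposited cluster table holds 19914 features, each with 1 line of values for the 5 clusters. Where a cell count of 1 lies behind a mean, the value is the natural log of a whole number, which fixes the scale. 108 gene symbols stand on more than 1 gene identifier, and for these the feature with the highest mean was used. The feature with the highest mean in every cluster was ENSDARG00000080337, which is named after the mitochondrial genome. It was found in 100% of the cells, with means of 8.16, 8.48, 8.14, 6.66 and 8.10 in c1 to c5.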

With per cluster information on: number of cells, percent of the cells expressing each gene, mean expression value, Standard deviation of expression.

Title: Supplementary Table 2.

Description: A list of dysregulated features between cluster 3c and 5c, which was used to make Figure 5d

# Supplementary material for: In situ differentiation of iridophore crystallotypes underlies zebrafish stripe patterning
**Source:** Nat Commun. 2020 Dec 15;11:6391. doi: 10.1038/s41467-020-20088-1
**Supplement:** Supplementary file 13 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	ZEN (v2.3 blue edition, v2.1 black edition, for florescence and optical microscopy), Python (v2.7, for X-ray diffraction), PARISS custom software (for hyper-spectral imaging), FEI, serialEM (v3.8, for TEM), ZEISS ULTRA SEM software (V5.06 for SEM), BD FACSDiva software (v7.1, for FACS), NextSeq System Suite (v2.3 for scRNA-Seq), Cutadapt (v2.9, sequencing).
Data analysis	R (v3.6, for scRNA-Seq Analysis), ImageJ (v1.52j, for time lapse imaging and analyses), Matlab (vr2019a, for optical measurements data analysis and graph plotting), Fit2D (v18, for X-ray diffraction analysis), Lab Spec 6 (for micro-Raman data analysis), Illustrator (v2020), and Photoshop (cc2019) (for preparing figures), Prism 8 (for graph plotting), JMP v14 (for statistical analysis)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144734>

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes were determined a priori according to prior experience detecting effect sizes likely to be biologically relevant and limitations of obtaining and analyzing experimental material. Statistical analyses were performed only after all data had been collected. Formal power analyses were not performed.
Data exclusions	No data were excluded
Replication	Analyses of cell behaviors were replicated across animals; differences in outcomes were not evident.
Randomization	Both wild type and transgenic fish were randomly allocated for the experiments.
Blinding	For crystal size and distribution measurements, investigators were blind to the sampled group.<br>Blinding was not possible for time-lapse, cell fate, optical studies or X-ray studies as pattern and cell phenotype is visible.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

Methods

n/a	Involved in the study	n/a	Involved in the study
☒	☐ Antibodies	☒	☐ ChIP-seq
☒	☐ Eukaryotic cell lines	☐	☒ Flow cytometry
☒	☐ Palaeontology and archaeology	☒	☐ MRI-based neuroimaging
☐	☒ Animals and other organisms		
☒	☐ Human research participants		
☒	☐ Clinical data		
☒	☐ Dual use research of concern		

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Zebrafish (danio rerio), both males and females, both adults (6 months to 12 months) and juvenile (14 dpf to 45 dpf). For the electron microscopy and X-ray diffraction 6 -12 months or 14 - 45 dpf fish were used. For the experiments following the development of juvenile fish (light microscopy and X ray diffraction), 14 dpf to 45 dpf fish were used.
Wild animals	No wild animals were used in these study
Field-collected samples	No field-collected samples were used in these study
Ethics oversight	HHMI-JFRC ethical committee via animal Care and Use protocol 16-137, and UVA IACUC protocol 4170.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Fish were euthanized in MS222(E10521, Sigma-Aldrich) and the stripe and interstiped regions were micro-dissected from fish expressing both pnp4a:mem-mCherry and pnp4a:nlsEos. Stripe and interstipe regions were enzymatically dissociated separately with Liberase (0.25 mg/ml in dPBS, (LIBDL-RO, Roche) at 25°C for 15 min followed by manual trituration with increasingly narrower flame polished glass pipette for 3 min at a time for three times. Cells suspensions were then filtered through a 70 µm Nylon cell strainer to obtain a single cell suspension. Liberated cells were re-suspended in 1% BSA (A2153, Sigma-Aldrich) / 5% FBS (F2442, Sigma-Aldrich) in dPBS before FACS purification. This was done for samples collected from four different fish that were processed in two different cycles, combining skin samples from two different fish for each cycle.

Instrument

The flow cytometry experiments were performed on a BD FACSAria II SORP sorter (BD Biosciences, San Jose, CA, USA)

Software

Data collection was performed using BD FACSDiva software (BD Biosciences)

Cell population abundance

Double positive cells (of pnp4a:mem-Cherry+ ,pnp4a:nucEos+) cells, were 0.3%-1% of the total population, which is within the standards in the field. Regarding post sorting population, based on the sc-RNA sequencing we identified 63% of the cells collected as fully differentiated iridophores.

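Clusters c1, c3 and c5 held 388 of the 646 cells kept, which is 60.1% (exact Clopper-Pearson 95% interval 56.2 to 63.9%). Of the 768 sequenced wells, these cells are 50.5% (46.9 to 54.1%). Clusters c2 and c4 held 258 cells, 39.9% of those kept (36.1 to 43.8%).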

Gating strategy

. A 637 nm and a 488 nm laser were utilized for fluorophore-excitation and a 100-µm nozzle was used to generate single droplets under 20PSI sheath pressure. The applied settings were as follows: forward light scatter (FSC) detector photomultiplier tube (PMT) gain setting = 80 V with a 1.5 neutral density filter; side light scatter (SSC) detector PMT gain setting = 90 V; FSC threshold = 10,000; PE-Texas Red (PE TX Red) channel PMT gain setting = 280 V; fluorescein isothiocyanate (FITC) channel PMT gain setting = 280 V. Sample dilution and flow rate were adjusted to optimal event recordings for 96 well plate single cell sorts (below 500 processed events per sec). The population of zebrafish skin iridophores was designated based on their FSC and SSC characteristics and back-gating on fluorescence. Control zebrafish skin samples were used to gate out the highly auto fluorescent cells among the members of this population. Fluorescently labeled from either the stripe or interstripe skin samples were sorted separately. An exemplification the gating strategy is provided in Supplementary Figure 20.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

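Single cells from stripe and interstripe skin of 4 zebrafish were sorted by 2 reporters of pnp4a and sequenced from 4 plates of 96 wells per skin band. The authors trimmed reads with Cutadapt 2.10 and aligned and counted them with STAR 2.7.5a and STARsolo on the assembly GRCz11. They kept cells with 200 to 1750 features and 45000 to 145000 counts, and by their methods removed mitochondrial features and spike-ins. They normalized the counts with SCTransform in Seurat 3.1.4 under R 3.6.1 and clustered the cells with 10 principal components at a resolution of 0.8. Depth per cell before correction was not used here.

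The first of the authors' deposited tables gives, for 19914 features and clusters c1 to c5, the number of cells, the percent of cells with a value above 0, and the mean and SD over those cells of the natural log of the corrected count plus 1. The second gives the authors' comparison of c5 with c3 for 1177 features, with the fraction of cells in each cluster, the average natural log fold change and the p-value of a Wilcoxon test over cells. Its adjusted p-value is the p-value multiplied by 19914 and capped at 1. The fractions matched the percents of c5 and c3 for all 1177 features within 0.1 percentage points, and the smallest absolute fold change listed was 0.25. Of the gene identifiers, 18929 were found in the reference names.

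Means and SDs over all cells of a cluster were rebuilt from the percent, mean and SD of the expressing cells. Shares of cells have exact Clopper-Pearson 95% intervals, and a count of 0 is given with the share that 3 cells would make. Genes detected per cell are the sum over genes of the share of cells with the gene. Genes were counted as differing between c5 and c3 at the authors' unadjusted p of 0.05 and an absolute log fold change of 0.25, the lines drawn in Fig. 5d, since the cells are the authors' replicates and the pooled tables allow no test across plates. Origins of cells were computed from the shares in the paper and the numbers of cells in the tables.

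The 29 gene lists were fixed before the deposited tables were opened, but part of the paper's supplementary copies of both tables had been seen by then. Mutant phenotypes were not checked for each member of the list named pigment pattern mutants. The lists cover the paper's markers of iridophores, xanthophores and melanophores, iridophore differentiation, xanthophore, melanophore, neural crest progenitor and Schwann, proliferation, keratinocyte, dermal fibroblast, immune, endothelial, erythrocyte and muscle genes, purine synthesis and salvage, vacuolar ATPase, lysosome-related organelles, immediate early genes, heat shock and chaperone, cAMP and adrenergic signalling, regulators of G protein signalling, actin cytoskeleton, intermediate filaments, microtubules, cell junction and adhesion, pigment pattern mutants, retinoid metabolism, opsins and ribosomal proteins. For each list, the median difference of means was taken over members found in at least 10% of cells of either side, for lists with at least 3 such members, and placed among 10000 random lists of the same size drawn within 10 bins of mean expression. The list p-values were also adjusted over the list alone by the Benjamini-Hochberg method. This adjustment covers only the members among the 1177 features of the authors' comparison, which holds no absolute fold change under 0.25. It is not an adjustment over all measured members of a list. The position of c1 between c3 and c5, and the comparison of c2 and of c4 with c1, c3 and c5 pooled, were added after the values were seen. So was a matching in which each member is replaced by 1 of the 30 genes nearest to it in level. For c5 against c3 both matchings used the mean of these clusters. For c2 and c4, bins used the mean over all cells. Nearest genes there used the mean over c1, c3 and c5 pooled.

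Genes are named in the text by a rule fixed before the deposited tables were opened, with the same limit. It takes every gene the paper names for this experiment, every gene with an authors' adjusted p under 0.05 between c5 and c3, up to 4 members of each list with the largest absolute fold change among those with an unadjusted p under 0.05 (for a list with none, the 2 members with the highest mean), and the 5 genes that most exceed every other cluster in each cluster. Further members of a list are named where a count of 5 or fewer is given, and these were chosen after their values were seen.

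The percentile was tested on simulated data with the cell numbers of c5 and c3 and 1779 genes passing the filter, in lists of 20 genes. All lists came from a single simulated data set in which genes were drawn independently. Lists whose members vary together across cells were therefore not covered. With no difference, 4 of 100 lists fell outside the central 95% with either matching. With 14 members raised by 1 in expressing cells, 34 of 100 lists fell above it within bins and 35 with nearest genes, and with 14 members raised by 2 these were 98 and 94. Weaker shifts of a list can therefore go unseen at these numbers of cells.

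Alternatives set before the deposited tables were opened were the authors' adjusted p, a Benjamini-Hochberg adjustment over the table, an unadjusted p of 0.01, a fold threshold of 0.5, a filter of 25% of cells, named genes only, the percent of cells, the mean of expressing cells, scaling by genes detected, grouped clusters, the authors' fold change, no filter, centring on the median of all genes, genes in at least 1% of cells, and the 768 wells as the whole. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Reads, values per plate and the imaging, optical and imaging-based lineage data of the paper were not analysed here.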

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

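The tests of explanations below were chosen after the results were seen.

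Iridophore genes in cluster c4 had lower means than in c1, c3 and c5 but were found in more cells. In the deposited values, the cells of c4 had 1396 genes detected on average, against 739.6 to 846.3 in the other clusters. kyat1, a gene the paper does not report on, was found in 98.8% of c4 cells (93.4 to 100%), above the intervals of all other clusters. Values per expressing cell were lower in c4 for most genes, with a median difference of -1.16 over all genes in at least 10% of cells (quartiles -1.53 and 0.053) and -1.28 over ribosomal protein genes, against -1.46 over the iridophore genes. The medians of intermediate filament (0.68) and dermal fibroblast genes (0.45) lay above 0, over 11 and 6 members. The same lists had 6 and 3 members in the comparison of c2, so some passed the filter through c4 alone. Such members are found in few cells of c1, c3 and c5, so these medians do not show how general the lower values are. A loss of iridophore transcripts in particular, as in cells not fully differentiated, cannot be told apart from these lower values per expressing cell. The answer depends on the level that is matched. Bins used level over all cells, and nearest genes used level in c1, c3 and c5 pooled, the value subtracted. Over all cells, the median of the iridophore genes was -0.99. It lay at percentile 0 among lists drawn within bins of level, whose median was -0.18. Among lists of genes nearest in level, whose median was -0.89, it lay at percentile 20.9. The median over all genes in c4, 0.067, includes genes that passed the filter through c4 alone. Depth before correction, RNA from other wells and the authors' count correction were not tested and stay open.

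In cluster c2 iridophore genes also had lower means, and here the drop went beyond that of genes of like level, at percentile 0 within bins and 0.05 with nearest genes for the iridophore differentiation list. The 5 iridophore markers of the paper did not stand apart, with a median of -0.73 at percentiles 9.57 and 14.5. The first list goes with cells that hold fewer iridophore transcripts, but the choice of reference clusters partly set that outcome. The paper singled out c1, c3 and c5 for high gpnmb, pnp4a, alx4a and alx4b, which are in the list. Xanthophores sorted with the iridophores stay open as a source, although the sort took cells high in both pnp4a reporters and the paper describes xanthophores as low in pnp4a. Of the 12 measured xanthophore genes, 4, scarb1, gch2, bscl2l and slc2a11b, were found in 15.3%, 13.1%, 11.4% and 10.8% of c2 cells. Such shares do not bound the share of xanthophores, since a marker can be missed in cells of its own type, and tfec was found in only 11.1 to 17.5% of the cells of c1, c3 and c5. Most c2 cells also held iridophore transcripts, with gpnmb in 80.1%, pnp4a in 75.6%, lypc in 89.8% and akap12a in 91.5% of them. The median difference of the iridophore differentiation genes in c2 was -7.15 points in the share of cells and -1.46 in the mean of expressing cells. RNA from other wells was not tested, so these shares do not settle how many c2 cells are iridophores.

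Immediate early genes, a group the paper does not report on, had a median of 0.67 for c5 minus c3. Cluster c1, which holds more stripe than interstripe cells, lay at a median position of -0.094 between c3 (0) and c5 (1) for the 18 immediate early genes higher in c5, and at 0.32 for the other genes higher in c5, where its origin would place it at 0.58. For the 178 genes higher in c3 its median position was 0.58. The low position for immediate early genes does not exclude a response of all stripe cells to dissection and sorting. The clusters were drawn from the same values, the genes were chosen for being higher in c5, and other such genes also lay below 0.58. Dissociation stress that also raises heat shock genes remains undecided, since the heat shock and chaperone list had members on both sides of 0 and a percentile of 53.8. With no filter on cells the median of that list was -0.039, at percentile 1.71, so its place depends on the filter. Depth before correction, and a response in part of the stripe cells, whether to handling or in the skin of the living fish, were not tested and stay open.

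A feature named after the mitochondrial genome, ENSDARG00000080337, was found in 100% of c2 cells and of the cells of every other cluster.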

How the results depend on the processing

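The matching of list members to the 30 genes nearest in level was chosen after the data were seen, and the other alternatives were fixed earlier. Of 104 alternatives over 18 gene lists, 95 kept the side of the central 95% of random lists, and immediate early genes lay above it in all. These counts include centring on the median of all genes, which shifts every gene alike and cannot change a percentile. The counts of genes higher in c5 and in c3 were 15 and 14 at the authors' adjusted p, 122 and 94 with a Benjamini-Hochberg adjustment over the table, 126 and 99 at an unadjusted p under 0.01, and 100 and 103 among genes in at least 25% of cells, each a stricter threshold. Without clone-based or predicted names and at a fold threshold of 0.5 they stayed within 1.5 times. The count of the paper's 5 iridophore markers above in c1, c3 and c5 was 3, but 0 by percent of cells and 5 with clusters grouped, and that of the 19 iridophore differentiation genes was 10, but 3 by percent of cells and 15 grouped. By percent of cells the gap (lowest of c1, c3 and c5 minus highest of c2 and c4) turned to -8.67 points for gpnmb, -19.6 for pnp4a and -37.8 for alx4a. For alx4b it turned to 1.02 over expressing cells, 0.28 per genes detected and 0.39 grouped, and for tfec to 0.13 grouped. With no filter on cells, list medians for c5 minus c3 that left the tails were -0.0034 for cell junction, 0.0039 for neural crest and -0.017 for regulators of G protein signalling, and those that entered them were -0.039 for heat shock and -0.019 for lysosome-related organelles. Over the authors' fold change, neural crest (0.79) and ribosomal proteins (-0.32) left the tails, and intermediate filaments entered them (-0.78; -0.52 in at least 25% of cells). The share of cells in c1, c3 and c5 was 50.5% of the wells. With nearest genes, the iridophore list in c4 moved from percentile 0 to 20.9. That matching used level in c1, c3 and c5 pooled, while the bins used level over all cells. Apart from the stricter thresholds, the cause was not tested. tjp1a, rdh5 and rdh10a kept their direction by percent and by the authors' fold change. No paired analysis was possible because the tables hold no value per plate, and for the same reason no plate could be left out in turn. The bands came from 4 fish processed in cycles and may be paired by cycle. The plate numbers, which the bands do not share, do not show such pairs. The 72 cells of c5 limit what can be seen there, as 0 cells allow a share of cells with a transcript counted of up to 4.17%, not a share of cells expressing the gene.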

Differences from the paper's values

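In the main analysis, no value that the paper states for a measure computed here differed by more than 1.5 times. Gene counts at stricter thresholds did, such as 15 in c5 and 14 in c3 at the authors' adjusted p under 0.05. At the thresholds drawn in Fig. 5d the deposited table gives 213 genes higher in c5 and 178 in c3, where the paper's legend, which states no thresholds, gives 192 and 158. With clone-based and predicted names left out, an alternative set before the deposited tables were opened, the counts are 196 and 157. Clusters c1, c3 and c5 hold 60.1% of the cells kept and 50.5% of the 768 wells, where the paper gives 63% of the cells collected. The intervals of these shares cover counting error and do not measure this gap, since the values describe the same experiment.

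The paper states that markers of other pigment cells were lower in c2 and c4 as well. Of the 4 xanthophore markers, 4 had a higher mean in c2 than in every other cluster, 0.25 for aox5, 0.28 for bscl2l, 0.16 for pax7b and 0.26 for slc22a7a. The iridophore markers went with the statement in c2 for 5 of 5 and in c4 for 3 of 5.

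The legend of Supplementary Fig. 17 names clusters 3 and 4 as those with low levels of iridophore markers. All 5 markers had a higher mean in c3 than in c2 and in c4, while the text of the paper names c2 and c4.

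The legends of Supplementary Tables 1 and 2 name c2 and c4 as the clusters compared. The deposited comparison has the percents of c5 and c3 for all 1177 of its features, which goes with the text.

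The paper describes cytoskeleton pathways as enriched. In its own table 0 of 40 cellular component terms have an adjusted p under 0.05, and the percentiles of the actin, intermediate filament and microtubule lists here were 16.9, 30.9 and 16.0. These percentiles describe a shift of a list's median, which members moving in both directions can cancel. They do not test enrichment among the differing genes. Single genes differed, with plecb and syne1b higher in c3 at adjusted p-values of 0.0219 and 0.0141 in the authors' deposited table. The intermediate filament list lay in the lower tail with genes in at least 25% of cells, at percentile 1.58, and over the authors' fold change, at percentile 2.37.

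The methods state that mitochondrial features were removed. The deposited table holds 0 features whose names begin with mt-, another form of mitochondrial gene name. In it 8 features are named after the mitochondrial genome, and 1 of them, ENSDARG00000080337, has the highest mean of all features in every cluster.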

Other observations

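The comparisons of c1 with c3 and c5, and of c2 and c4 with the pooled clusters, were chosen after the values were seen.

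tjp1a, jam3b and rdh5 had means of 0.53, 0.66 and 0.58 in c1, between those of c3 and c5. The heat shock and chaperone list differed in 1 gene between c5 and c3, the ubiquitin gene ubb, which was higher in c5. Of 29 measured genes of lysosome-related organelles, 3 were higher in c3 (bloc1s1, hps5 and gpnmb) and 1, rab32a, was higher in c5, with 0 in either cluster adjusted over the list alone and a median of -0.13 at percentile 4.88 (0.19 at percentile 75.3 in at least 25% of cells). Of 14 dermal fibroblast genes, the collagen genes col6a1 and col5a1 were higher in c5 and in c3, and the median of the 4 members in enough cells was 0.20 at percentile 94.1.

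In c4, 39 actin cytoskeleton genes were found in at least 10% of cells of c4 or of c1, c3 and c5 pooled. All 39 were found in more cells of c4 than of the pooled clusters, and so were 2355 of 2368 genes of any kind. The median of 13 cell junction genes was 0.18 higher in c4, at percentile 98.9 of random lists and 99.85 with nearest genes. That of 6 dermal fibroblast genes was 0.25 higher, at percentile 98.4 of random lists but 88.35 with nearest genes, inside the central 95%. The genes that stood out most in c4 were kyat1, rbm14b, zgc:158564, BX324216.3 and BX323564.1, and each was next highest in c2, at means of 1.84 to 3.73. In c2, slc2a11b and scarb1, which act in xanthophores, stood out with rgcc, CR318588.1 and ENSDARG00000080337. slc2a11b was found in 10.8% of c2 cells (6.63 to 16.3%) and in at most 2.06% of the cells of any other cluster.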
